# Podocyte OTUD5 alleviates diabetic kidney disease through deubiquitinating TAK1 and reducing podocyte inflammation and injury

**DOI:** 10.1038/s41467-024-49854-1

**Published:** 2024-06-27

**Authors:** Ying Zhao, Shijie Fan, Hong Zhu, Qingqing Zhao, Zimin Fang, Diyun Xu, Wante Lin, Liming Lin, Xiang Hu, Gaojun Wu, Julian Min, Guang Liang

**Keywords:** Kidney, Ubiquitylation, Endocrine system and metabolic diseases

## Abstract

Recent studies have shown the crucial role of podocyte injury in the development of diabetic kidney disease (DKD). Deubiquitinating modification of proteins is widely involved in the occurrence and development of diseases. Here, we explore the role and regulating mechanism of a deubiquitinating enzyme, OTUD5, in podocyte injury and DKD. RNA-seq analysis indicates a significantly decreased expression of OTUD5 in HG/PA-stimulated podocytes. Podocyte-specific *Otud5* knockout exacerbates podocyte injury and DKD in both type 1 and type 2 diabetic mice. Furthermore, AVV9-mediated OTUD5 overexpression in podocytes shows a therapeutic effect against DKD. Mass spectrometry and co-immunoprecipitation experiments reveal an inflammation-regulating protein, TAK1, as the substrate of OTUD5 in podocytes. Mechanistically, OTUD5 deubiquitinates K63-linked TAK1 at the K158 site through its active site C224, which subsequently prevents the phosphorylation of TAK1 and reduces downstream inflammatory responses in podocytes. Our findings show an OTUD5-TAK1 axis in podocyte inflammation and injury and highlight the potential of OTUD5 as a promising therapeutic target for DKD.

## Abstract (web summary)

Deubiquitinating of key proteins may be involved in podocyte injury and diabetic kidney disease (DKD). Here, the authors show that OTUD5 in podocytes alleviates DKD through deubiquitinating TAK1 at the K158 site, preventing TAK1 phosphorylation and inflammatory responses in podocytes.

## Introduction

Diabetic kidney disease (DKD), a prevalent chronic kidney disease, is the main cause of end-stage renal disease progression^1,2^. DKD is characterized by increased albuminuria, decreased glomerular filtration, thickening of the glomerular basement membrane (GBM), accumulation of mesangial matrix, and aggravation of podocyte injury^3–5^. Podocytes, the highly differentiated epithelial cells that line the outer surface of the GBM, are crucial for maintaining the integrity of the GBM^6,7^. The decrease in the number or density of podocytes leads to membrane destruction and promotes proteinuria^8^. Therefore, the degree of podocyte injury is usually used as an index to evaluate the progression of DKD^9^. In addition, the accumulation of inflammation in podocytes is associated with aggravated podocyte injury^10,11^. Identifying key proteins that regulate podocyte damage may provide strategies and targets for DKD therapy and hold great clinical significance.

As a post-translational modification, ubiquitination/deubiquitination plays a vital role in regulating protein stability, localization, and function, participating in the pathophysiology of various diseases^12^. Deubiquitinating enzymes (DUBs) negatively regulate the dynamic and reversible process of ubiquitination by removing ubiquitin molecules from the substrate proteins^13^. Current research on the regulation of renal function by DUBs primarily focuses on renal cancer and renal fibrosis. For instance, the deletion of USP11 in renal tubular epithelial cells improves renal function in mouse models with renal fibrosis by promoting the degradation of EGFR^14^. OTUD1 and USP22 have been shown to promote fibrosis and injury in renal tubular epithelial cells^15,16^. In addition, USP13 promotes tumorigenesis of clear cell renal cell carcinoma through deubiquitinating ZHX2^17^. However, limited studies have explored the relationship between DUBs and podocyte injury in DKD. Considering the importance of podocyte function in DN, we performed an RNA sequencing (RNA-seq) analysis using podocytes under the high-concentration glucose and palmitic acid (HG/PA) condition and found a potentially DKD-related DUB in podocytes, ovarian tumor deubiquitinase 5 (OTUD5).

OTUD5 is a cysteine protease belonging to the OTU protein family^18^. It contains two highly conserved domains: the catalytic OTU domain and the ubiquitin-interacting motif (UIM) domain^19^. Recent studies have demonstrated the crucial role of OTUD5 in mediating innate immunity and inflammation development^18,20^. Furthermore, the role of OTUD5 in various cancers has been gradually discovered, such as in hepatocellular carcinoma and non-small cell lung cancer, where OTUD5 plays a carcinogenic role by removing the ubiquitination of TRIM25 and tumor protein P53^21^. However, to our knowledge, the role of OTUD5 in podocytes remains unknown.

In this study, we investigated the impact of OTUD5 on podocyte injury in diabetic mouse models. Mechanically, we found that OTUD5 interacts with TGF-β-activated kinase 1 (TAK1) and inhibits its phosphorylating activation by removing K63-linked ubiquitin from TAK1, thereby inactivating TAK1-MAPK pro-inflammatory signaling pathway in HG/PA-challenged podocytes. Overall, we revealed a OTUD5-TAK1 axis in podocyte injury and identified OTUD5 as a potential target for the treatment of DKD.

## Results

### Identification of OTUD5 as a regulator of podocyte injury

To identify DUBs associated with podocyte injury in DKD, we performed RNA-seq on the mouse podocyte cell line MPC5 treated with HG/PA. 

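MPC5 is a conditionally immortalized mouse podocyte line. RNA from 3 untreated samples (Ctrl) and 3 samples treated with high-concentration glucose and palmitic acid (HG/PA) was sequenced. By the sample labels, the HG/PA samples were taken at 24 h and the Ctrl samples at 0 h, and the paper's text gives no duration for this experiment. If so, treatment and time in culture cannot be told apart for any gene below. Neither the labels nor the paper say whether the 3 samples of a group came from separate cultures, so the p-values measure only the spread between these samples, which may be technical. The values start from the authors' table of FPKM (fragments mapped per kilobase of transcript, scaled to the library's mapped fragments), with 1 column per sample and the authors' own fold change, p-value and q-value beside them. The submitters' processing notes name HISAT2, StringTie, FastQC, edgeR, DESeq2 and the mouse build mm10. All 18914 genes of the table carry rat Ensembl identifiers, and 15330 of the 16282 gene descriptions cite the Rat Genome Database, while 268 cite the mouse database. Gene symbols below are those of the table. The identifiers and descriptions are those of a rat annotation, against the mm10 of the processing notes, and the table does not record the alignment itself.
The table holds no read counts, and the absolute depth is unknown. From the steps that single reads leave among low values, the relative depth was 1.06, 1.09 and 1.00 in Ctrl replicates 1, 2 and 3 and 1.10, 1.22 and 1.34 in HG/PA replicates 1, 2 and 3. The summed FPKM were 685978, 637229 and 773208 in Ctrl and 565660, 568984 and 554668 under HG/PA. Genes with clone-based names took 33.3%, 28.3% and 43.7% of that sum in the Ctrl replicates and 17.5%, 16.8% and 13.7% in the HG/PA replicates. Mitochondrially encoded mRNA took 8.05%, 8.89% and 5.68% in Ctrl and 10.3%, 10.4% and 13.6% under HG/PA. Each of these differences between the groups gave p = 0.1 in a two-sided exact permutation test, the smallest p that 3 samples against 3 allow. Across genes, the correlation of log2 values was 0.982 to 0.984 between Ctrl samples, 0.984 to 0.986 between HG/PA samples and 0.969 to 0.980 between the groups. The 12467 genes with a mean of at least 0.5 FPKM over the 6 samples were tested with limma on log2(FPKM + 0.1), with Benjamini-Hochberg adjustment and a threshold of 0.05. Fold changes are given on this log2(FPKM + 0.1) scale, which understates the change of genes with low values.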

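Under HG/PA, most of the cytokine and chemokine genes tested, and most of the tested genes of the NF-kB pathway and its targets, had lower RNA levels than in Ctrl. Of 22 cytokine and chemokine genes, 14 fell, 2 rose and 6 did not pass the test (15 lower and 2 higher when adjusted over the list alone). Csf3, which encodes granulocyte colony-stimulating factor, was 81.0 ± 3.66 FPKM (SD, n = 3) in Ctrl and 8.24 ± 0.685 FPKM (SD, n = 3) under HG/PA, a log2 fold change of -3.28 (standard error 0.083, adjusted p = 8.4e-08 from limma). Ccl2, the monocyte chemoattractant, was 1803 ± 236 FPKM in Ctrl and 730 ± 64.9 FPKM under HG/PA (SD, n = 3 each, a level that fell by 1.30 on the log2 scale, adjusted p = 0.00046 from limma). Il6 was 41.8 ± 3.84 FPKM in Ctrl and 21.6 ± 3.17 FPKM under HG/PA (SD, n = 3 each, log2 fold change -0.96, adjusted p = 0.0018 from limma). The neutrophil chemokines Cxcl1 and Cxcl2 had log2 fold changes of -1.38 and -2.08. The 2 genes that rose were Cxcl10, with a log2 fold change of 0.46 (adjusted p = 0.015, and 0.051 with trimmed-mean scaling or 0.053 with no intensity trend), and Tgfb2, with 1.41 (adjusted p = 0.007, named after its value was seen). Tnf was listed at 0.175, 0.548 and 0.177 FPKM in Ctrl and at 0.115, 0.021 and 0.057 FPKM under HG/PA, below the minimum for the test.
Of 35 genes of the NF-kB pathway and its targets, 22 fell, 1 rose and 12 did not pass the test (24 lower and 1 higher when adjusted over the list alone). The matrix metalloproteinase genes Mmp3, Mmp9 and Mmp13 had log2 fold changes of -1.87, -2.18 and -2.26, and the mitochondrial superoxide dismutase gene Sod2 had -1.21. The gene that rose was Tnip2, with a log2 fold change of 0.38 (adjusted p = 0.029, named after its value was seen). Of 33 interferon-stimulated genes, 10 rose, 2 fell and 21 did not pass (13 higher and 3 lower when adjusted over the list alone). Ifit2 and the RNA sensor gene Ddx58 rose, with log2 fold changes of 0.84 and 0.58, and Rsad2 fell, with -0.91. The other gene that fell was Usp18. Of 36 early genes induced by MAPK signaling, 8 rose, 6 fell and 22 did not pass (9 higher and 7 lower when adjusted over the list alone). Among them Dusp6, Etv5 and Myc rose, with log2 fold changes of 1.03, 0.77 and 0.63, and the MAPK phosphatase gene Dusp1 fell, with -1.08. Of 34 components of TAK1 and MAPK signaling, 3 rose and 31 did not pass (3 higher when adjusted over the list alone). Map3k7, which encodes TAK1, had a log2 fold change of 0.52 (adjusted p = 0.027, and from 0.063 to 0.094 in the 8 of 19 alternative fits where the call was lost, among them those without Ctrl replicate 3 and without HG/PA replicate 3), Tlr4 had 0.36 and Tnfrsf1a 0.33 (calls lost in 11 and 4 of the 19). Mapk3, Mapk8, Mapk9 and Mapk14, which encode ERK, JNK and p38 kinases, had log2 fold changes of 0.02, 0.12, 0.22 and 0.00, with adjusted p from 0.066 to 0.99.
Against all other genes tested, the cytokine and chemokine list was lower (camera with a preset correlation of 0.01, adjusted p = 2.2e-18 over 23 lists), and adjusted p = 0.043 with an estimated correlation. The NF-kB list was lower at adjusted p = 1.7e-24 with the preset correlation, and adjusted p = 0.1 with an estimated correlation. The interferon-stimulated, MAPK-induced and TAK1 and MAPK component lists did not pass, with adjusted p of 0.21, 0.36 and 0.83, and for the MAPK-induced list the median of 0.02 and mean of 0.05 lay above 0 while the test pointed lower. In the same samples, genes with clone-based names took 35.1% ± 7.88 (SD, n = 3) of the summed FPKM in Ctrl and 16.0% ± 2.06 (SD, n = 3) under HG/PA.

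**Figure D1:**
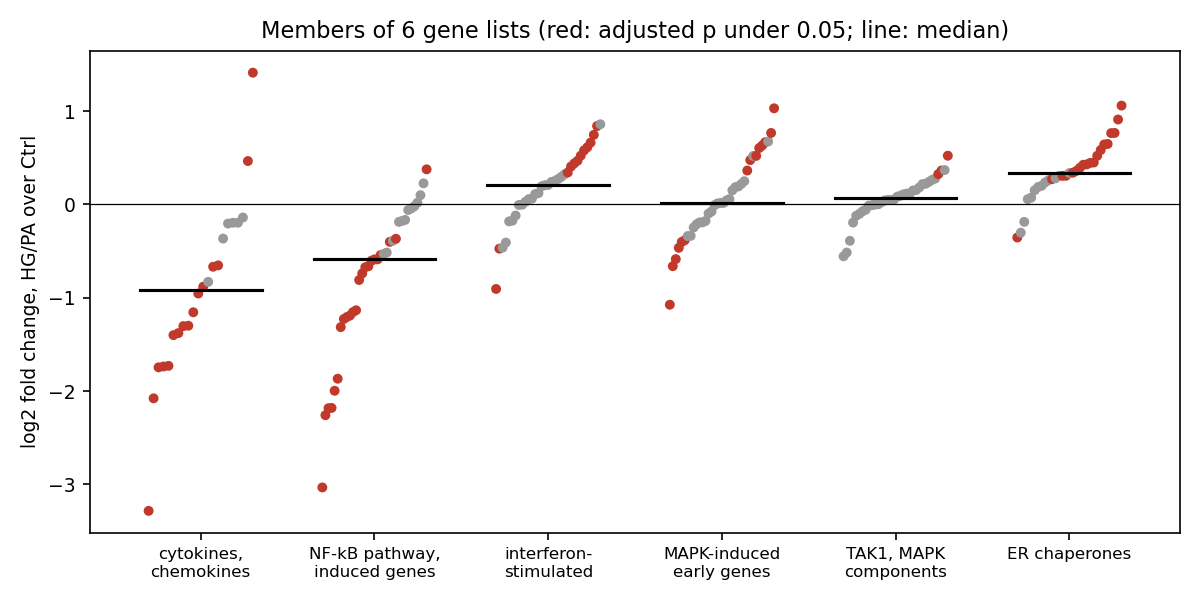
Log2 fold change of HG/PA over Ctrl for each tested member of 6 gene lists (1 point per gene, red where the adjusted p from limma was under 0.05, black line at the median). The medians are -0.92 for cytokines and chemokines, -0.59 for the NF-kB list, 0.21 for interferon-stimulated genes, 0.02 for MAPK-induced early genes and 0.07 for TAK1 and MAPK components. That of the endoplasmic reticulum (ER) chaperone list, which also holds other ER stress genes, is 0.34.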

Gene set enrichment analysis (GSEA) revealed that HG/PA treatment activated the inflammatory signaling pathways, indicating successful induction of podocyte inflammation and injury (Supplementary Fig. 1a). Subsequently, we analyzed the DUB gene changing profile in these podocytes and found seven differentially expressed DUB genes, among which *A20* and *Otud5* showed the most significant downregulation (Fig. 1a, b). 

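Of the 7 DUB genes listed in Fig. 1b, Otud5 and Tnfaip3, which encodes A20, fell under HG/PA, and Mysm1, Otub2 and Usp1 rose, while Uchl3 and Usp49 did not pass the test. Otud5 (ENSRNOG00000008764) was 49.6 ± 5.41 FPKM (SD, n = 3) in Ctrl and 23.6 ± 1.68 FPKM (SD, n = 3) under HG/PA, a log2 fold change of -1.07 (standard error 0.095, adjusted p = 0.00037 from limma). Tnfaip3 (ENSRNOG00000049517) was 7.28 ± 2.76 FPKM in Ctrl and 2.92 ± 0.314 FPKM under HG/PA (SD, n = 3 each), a log2 fold change of -1.23 (standard error 0.227, adjusted p = 0.0092 from limma). For both genes, every HG/PA sample lay below every Ctrl sample (exact permutation test, two-sided p = 0.1, the smallest that 3 samples against 3 allow). Mysm1 (ENSRNOG00000026299), a histone H2A DUB, was 11.0 ± 2.20 FPKM in Ctrl and 16.8 ± 2.54 FPKM under HG/PA (SD, n = 3 each, log2 fold change 0.62, adjusted p = 0.024 from limma). Otub2 (ENSRNOG00000009117) was 5.47 ± 0.460 and 8.30 ± 1.85 FPKM (log2 fold change 0.57, adjusted p = 0.033), and Usp1 (ENSRNOG00000007890), which deubiquitinates FANCD2 and PCNA, was 38.0 ± 2.40 and 57.0 ± 8.92 FPKM (log2 fold change 0.57, adjusted p = 0.01). The folds of Otub2 and Usp1, both 1.49 on the tested scale, were under the limit of 1.5. Uchl3 (ENSRNOG00000009530) was 36.0 ± 8.18 FPKM in Ctrl and 22.5 ± 7.59 FPKM under HG/PA (log2 fold change -0.71, adjusted p = 0.078). Usp49 (ENSRNOG00000013866) was 0.631 ± 0.0713 and 0.419 ± 0.0369 FPKM (log2 fold change -0.49, adjusted p = 0.3).
In the mouse genome (GRCm38, GENCODE annotation), Otud5 lies on the plus strand of chromosome X from 7841364 to 7876626 and Tnfaip3 on the minus strand of chromosome 10 from 19000910 to 19015657. Mysm1 lies on chromosome 4 from 94942040 to 94979100, Usp1 on chromosome 4 from 98923810 to 98935543, Otub2 on chromosome 12 from 103388682 to 103406350, Uchl3 on chromosome 14 from 101653967 to 101696125 and Usp49 on chromosome 17 from 47630690 to 47686738. These are the places of the mouse genes of the same symbols, since the table gives rat identifiers and no coordinates. The calls of Otud5, Tnfaip3 and Usp1 held in the 19 alternative fits, but in limma's test against a fold of 1.5, run for DUB genes after their calls were seen, Otud5 (adjusted p = 0.099) and Tnfaip3 (0.86) did not pass. Mysm1 lost its call in 9 of the 19 fits, when Ctrl replicate 1 (adjusted p = 0.064), Ctrl replicate 3 (0.084) or HG/PA replicate 3 (0.084) was left out, with the replicate block (0.051), no filter (0.07), trimmed-mean scaling (0.051), quantile normalization (0.053) or no intensity trend (0.069), and with trimmed-mean scaling and a GC and length correction (0.085). Otub2 lost its call in 8 of them, when Ctrl replicate 2 (0.073), Ctrl replicate 3 (0.1) or HG/PA replicate 1 (0.072) was left out, with no filter (0.083), trimmed-mean scaling (0.069), quantile normalization (0.069) or no intensity trend (0.071), and without clone-named and ribosomal RNA genes (0.056). From these changes the paper takes A20 and Otud5 as the DUB genes whose decrease was most significant and, since A20 had already been studied in podocytes, goes on with OTUD5.

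**Figure D2:**
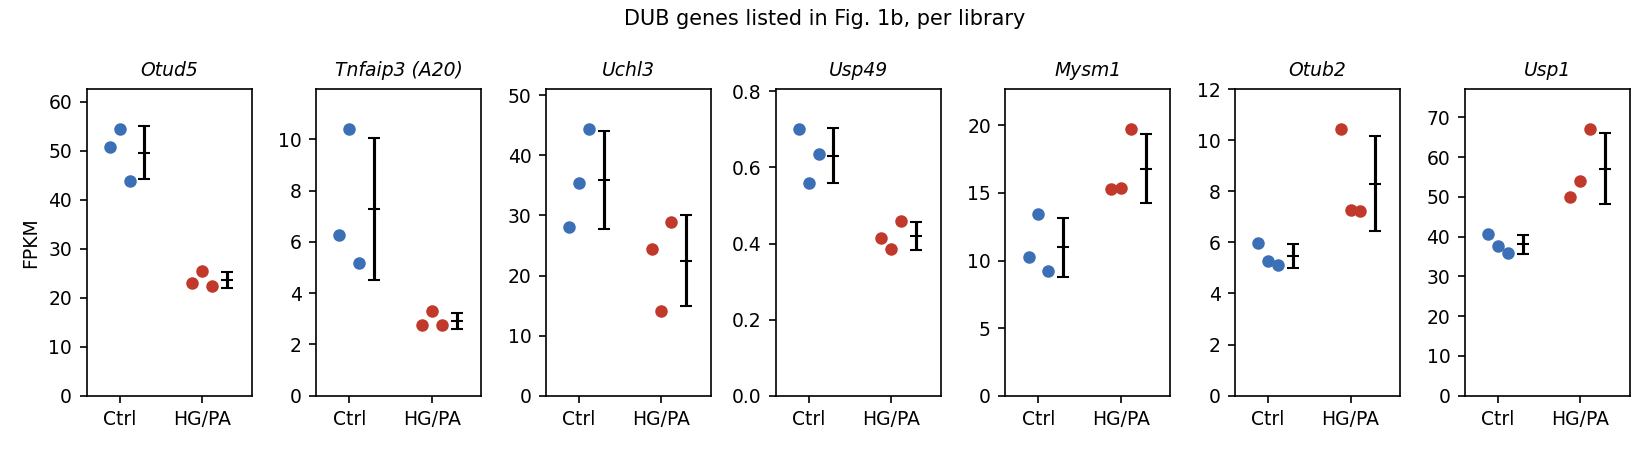
FPKM of the 7 DUB genes of Fig. 1b in each sample (blue, Ctrl, red, HG/PA, n = 3 each), with the mean and SD beside the points and an axis from 0 in every panel. Otud5 lies between 43.8 and 54.4 FPKM in Ctrl and between 22.3 and 25.5 FPKM under HG/PA.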

Since the functional role of A20 in podocytes has been previously reported^22^, we focus on the OTUD5 in this study. We performed qPCR analyses and confirmed the down-regulated mRNA level of *Otud5* in HG/PA-induced podocytes (Fig. 1c). The protein expression of OTUD5 was also decreased by HG/PA stimulation in a time-dependent manner in podocytes (Fig. 1d, Supplementary Fig. 1b). To reveal the clinical relevance of OTUD5, we collected renal biopsies from diabetic subjects and nondiabetic control subjects and examined the OTUD5 levels in these biopsies by immunofluorescence staining. As shown in Fig. 1e, the levels of OTUD5 in the glomerulus were decreased in diabetic subjects compared to nondiabetic subjects. In vivo, the levels of OTUD5 protein and mRNA in the renal cortex of mice with either type 2 diabetes mellitus (T2DM) (Fig. 1f, Supplementary Fig. 1c) or type 1 diabetes mellitus (T1DM) (Fig. 1g, Supplementary Fig. 1c) were also decreased compared with their control counterparts. We also examined OTUD5 levels in the kidney tissues from NOD and db/db diabetic mice, two well-established mouse models of spontaneous diabetes independent of STZ. Similar results were observed in the renal cortex of NOD and db/db mice (Fig. 1h, i, Supplementary Fig. 1d). We further isolated primary podocytes from T2DM or T1DM mice and observed a decrease in OTUD5 expression similarly (Fig. 1j, k).

**Fig. 1:**
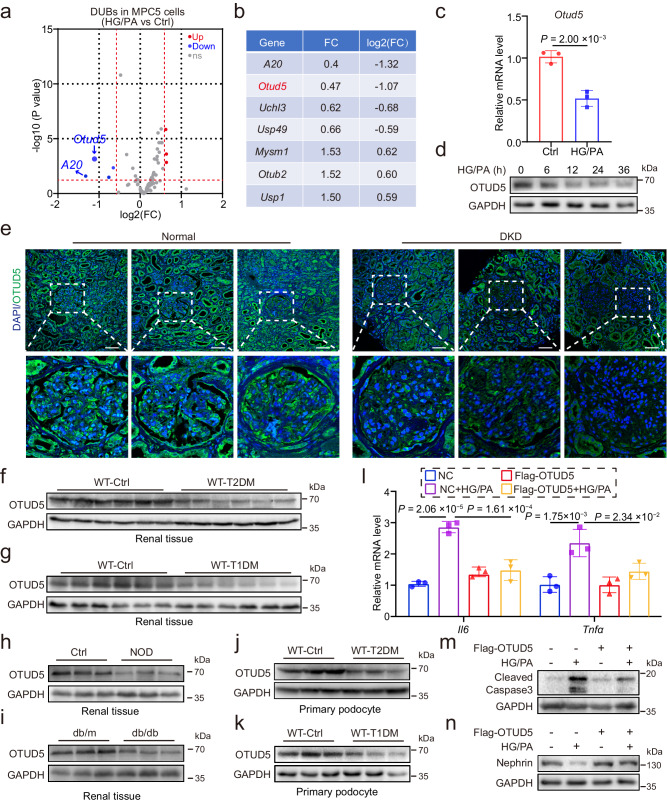
Identification of OTUD5 as a regulator of podocyte inflammation and injury. **a** A volcano plot analysis illustrating the differential expression of DUBs induced by HG/PA in podocytes. (*n* = 3 samples for each Ctrl group and HG/PA group; *P* values were determined by Wald test from DESeq2 software with Benjamini-Hochberg’s correction). **b** A table shows DUBs with significant differences in MPC5 cells treated with HG/PA. **c** The mRNA level of *Otud5* in HG/PA-induced MPC5 cell lines. (*n* = 3 independent experiments; *P* values were determined by two-tailed unpaired *t*-test and data are presented as mean ± SD). **d** Representative western blot of OTUD5 expression in MPC5 cell lines after stimulation with HG/PA for different durations. (*n* = 3 independent experiments). **e** Representative immunofluorescence (IF) images of OTUD5 expression in human renal tissue from normal subjects (*n* = 3 samples) and patients with DKD (*n* = 3 samples). Scale bar, 50 μm. Representative western blot of OTUD5 expression in renal cortex of T2DM (**f**) mice and T1DM mice (**g**). (*n* = 6 samples). Representative western blot of OTUD5 expression in renal cortex of NOD (**h**) mice and db/db mice (**i**). (*n* = 6 samples). **j**, **k** Representative western blot of OTUD5 expression in primary podocytes of T2DM (**j**) and T1DM (**k**) mice. (*n* = 6 samples). **l** MPC5 cells transfected with Flag-OTUD5 were stimulated with HG/PA for 8 h. Real-time qPCR showed the mRNA levels of *Il6* and *Tnfα*. (*n* = 3 independent experiments; *P* values were determined by one-way ANOVA with Bonferroni’s correction and data are presented as mean ± SD). Representative western blot of Cleaved Caspase3 (**m**) and Nephrin (**n**) expression in OTUD5-overexpression podocytes stimulated by HG/PA for 24 h. (*n* = 3 independent experiments).

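Across the DUB family, more genes rose than fell under HG/PA, except without Ctrl replicate 3 (4 higher and 4 lower). The same held among all genes tested, where 77.7% of those changed were higher (50.5% with trimmed-mean scaling). The falls of Otud5 and Tnfaip3 were larger than any of the rises of DUB genes. Of 82 DUB genes tested, 17 rose, 3 fell and 62 did not pass the test (28 higher and 4 lower when adjusted over the list alone). The 17 genes that rose had log2 fold changes from 0.32 to 0.62. Besides Mysm1, Usp1 and Otub2 they included Usp9x, which rose from 15.6 ± 1.33 to 22.2 ± 2.04 FPKM (SD, n = 3 each, log2 fold change 0.51, adjusted p = 0.011 from limma), and the gene of the K63 and linear chain DUB Cyld, from 12.2 ± 0.904 to 15.2 ± 0.470 FPKM (SD, n = 3 each, log2 fold change 0.32, adjusted p = 0.037 from limma). The third gene that fell was Usp18, which removes the ubiquitin-like modifier ISG15, from 50.9 ± 3.40 to 36.6 ± 2.15 FPKM (SD, n = 3 each, log2 fold change -0.47, adjusted p = 0.0064 from limma). Otud1, Usp11, Usp13, Usp22 and Usp25, other DUBs that the paper discusses, had log2 fold changes of 0.08, 0.31, 0.32, 0.04 and 0.31, with adjusted p from 0.075 to 0.82. With the paper's fold limits of above 1.5 or below 0.667, Mysm1, Otud5 and Tnfaip3 passed. Against all other genes tested, the DUB list was higher (camera with the preset correlation, adjusted p = 0.048, and adjusted p = 0.85 with an estimated correlation). The share of FPKM in clone-named genes was lower in every HG/PA sample than in every Ctrl sample. Only 4 of the 17 DUB genes were still called higher without Ctrl replicate 3, 9 without HG/PA replicate 1 or without HG/PA replicate 3, and 9 with trimmed-mean scaling between samples. Cyld lost its call in 14 of 19 alternative fits (adjusted p from 0.058 to 0.79) and Usp9x in 2 (0.067 and 0.17).

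**Figure D3:**
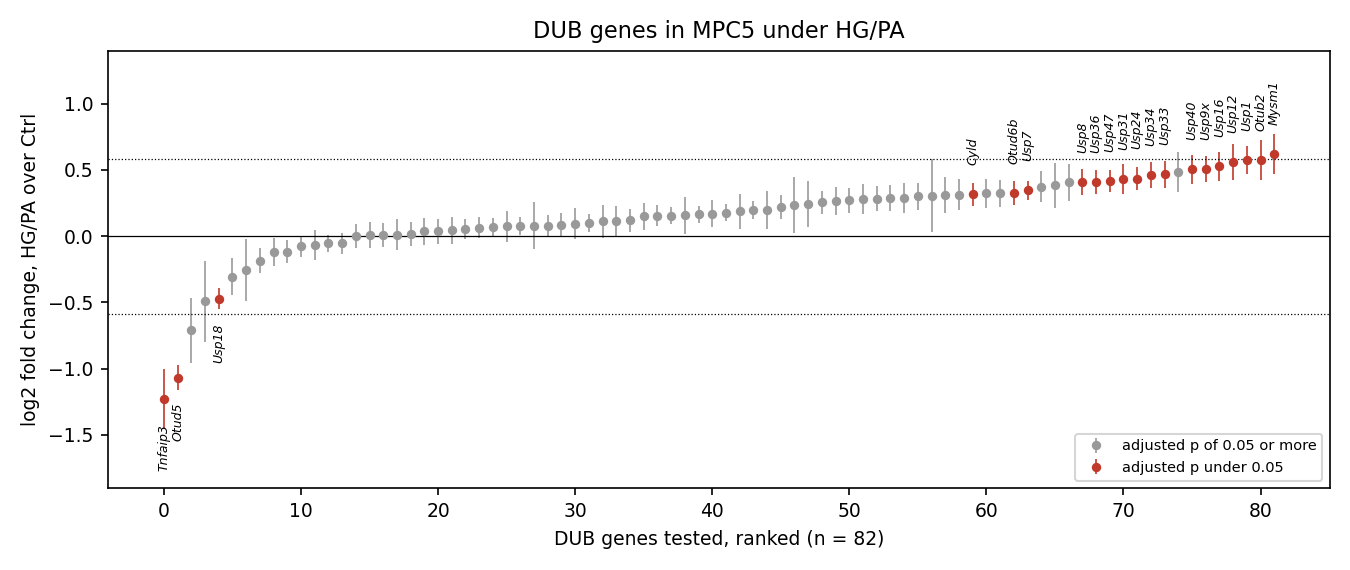
Log2 fold change of HG/PA over Ctrl for the 82 DUB genes tested, ranked, with bars of 1 standard error from limma (n = 3 samples per group). Red points passed an adjusted p under 0.05 and dotted lines mark folds of 1.5 and 0.667. Tnfaip3 (-1.23) and Otud5 (-1.07) lie at the low end and Mysm1 (0.62) at the high end.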

Next, we examined the regulatory effect of OTUD5 on podocyte injury. The overexpression of OTUD5 in MPC5 podocytes (Supplementary Fig. 1e) significantly suppressed the increases in *Il6* and *Tnfa* mRNA levels induced by HG/PA (Fig. 1l). Moreover, overexpression of OTUD5 attenuated podocyte apoptosis (Fig. 1m) and recovered the expression levels of Nephrin in podocytes (Fig. 1n) with HG/PA treatment. We also validated these results by overexpressing OTUD5 in OTUD5-knockdown MPC5 podocytes (Supplementary Fig. 1f–j). These results indicate OTUD5 as a negative regulator of podocyte injury in DKD.

### Podocyte-specific *Otud5* knockout aggravates podocyte injury and DKD in T2DM mice

To elucidate the potential role of OTUD5 in podocyte injury and DKD, we generated podocyte-specific *Otud5* knockout mice (conditional knockout, OTUD5CKO) by crossing *Otud5*^*fl/fl*^ mice and *Nphs1-iCre* mice (Fig. 2a), which were identified by tail genotyping (Supplementary Fig. 2a). The deletion of OTUD5 in podocytes was validated by western blot analysis of isolated primary podocytes (Supplementary Fig. 2b). We used the high-fat diet feeding plus injection streptozotocin (HFD/STZ) method to induce T2DM^23,24^ in both *Otud5*^*fl/fl*^ mice and OTUD5CKO mice (Fig. 2b). Both HFD/STZ-treated groups displayed hyperglycemia after STZ treatment, and podocyte deficiency of OTUD5 did not affect the increase of blood glucose level induced by HFD/STZ (Fig. 2c). No significant differences in body weight change were found among these four groups (Supplementary Fig. 2c). However, OTUD5CKO mice exhibited more severe renal injury in T2DM mice, as indicated by serum creatinine, urea nitrogen, and urinary albumin/creatinine examinations (Fig. 2d–f). The degree of mesangial matrix expansion measured by H&E and PAS staining was increased in OTUD5CKO T2DM mice compared to *Otud5*^*fl/fl*^ mice (Fig. 2g). Electron microscopy confirmed that OTUD5 deletion exacerbated T2DM-induced podocyte injury, including thickening of the GBM, and broadening and effacement of foot processes (Fig. 2h–k). Immunofluorescence staining of Nephrin further validated the enlarged degree of podocyte injury in OTUD5CKO-T2DM mice (Fig. 2l). Podocyte deficiency of OTUD5 also increased the mRNA levels of *Il6* and *Tnfa* in renal tissues of T2DM mice (Fig. 2m, n). Moreover, we observed that OTUD5CKO increased the chemokine levels (*Ccl2* and *Cxcl10*) in renal tissues of T2DM mice (Supplementary Fig. 2d, e), leading to more macrophage infiltration in diabetic kidneys (Supplementary Fig. 2f). Together, podocyte-specific *Otud5* knockout aggravates podocyte injury and DKD in T2DM mice.

**Fig. 2:**
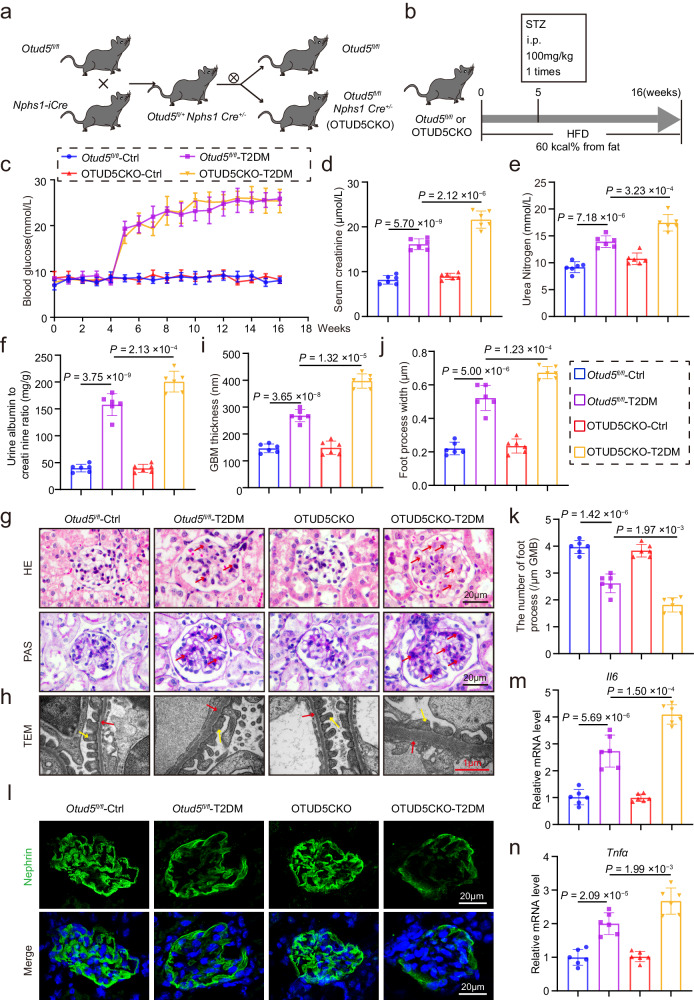
Podocyte-specific *Otud5* knockout aggravates podocyte injury and DKD in T2DM mice. **a** Schematic diagram of the strategy for the generation of podocyte-specific *Otud5* knockout mice (OTUD5CKO). **b** Schematic diagram depicting the procedure of STZ/HFD-induced T2DM mice. **c** Weekly monitoring of blood glucose levels in mice. Data are presented as mean ± SD. The levels of serum creatinine (**d**), urea nitrogen (**e**), and urine albumin to creatinine ratio (**f**) were analyzed in mice. **g**, **h** Representative images of hematoxylin and eosin staining (H&E), periodic acid-Schiff (PAS), and transmission electron microscopy (TEM) in mice. Scale bar: black 20 μm, red 1 μm. (*n* = 6 samples). Quantification of glomerular basement membrane (GBM) thickness (**i**) and podocyte foot process numbers (**j**, **k**) in the glomeruli. **l** Representative immunofluorescence (IF) images of Nephrin expression in glomeruli from mice. Scale bar, 20 μm. (*n* = 6 samples). Real-time qPCR showing mRNA levels of *Il6* (**m**) and *Tnfα* (**n**) in kidney tissues of each group. *n* = 6 for each group. For **d**–**f**, **i**–**k**, **m**, and **n**, *P* values were determined by one-way ANOVA with Bonferroni’s correction, and data are presented as mean ± SD.

### OTUD5CKO exacerbates podocyte injury and DKD in T1DM mice

We also explored the role of OTUD5 deficiency in mice with T1DM induced by STZ injection (Supplementary Fig. 3). Similarly, podocyte deficiency of OTUD5 did not affect the T1DM-induced increase in blood glucose levels (Fig. 3a). Examinations on serum creatinine, urea nitrogen, and urinary albumin/creatinine revealed that the renal functional injury was significantly aggravated by OTUD5CKO in T1DM mice (Fig. 3b–d). H&E staining and PAS staining followed similar trends in renal structural injury (Fig. 3e). Electron microscopy and Nephrin staining revealed that OTUD5CKO caused more severe podocyte injury in T1DM mice (Fig. 3f–j). Similarly, deficiency of OTUD5 in podocytes enhanced inflammatory *Il6* and *Tnfa* gene expression in T1DM mouse kidneys (Fig. 3k, l).

**Fig. 3:**
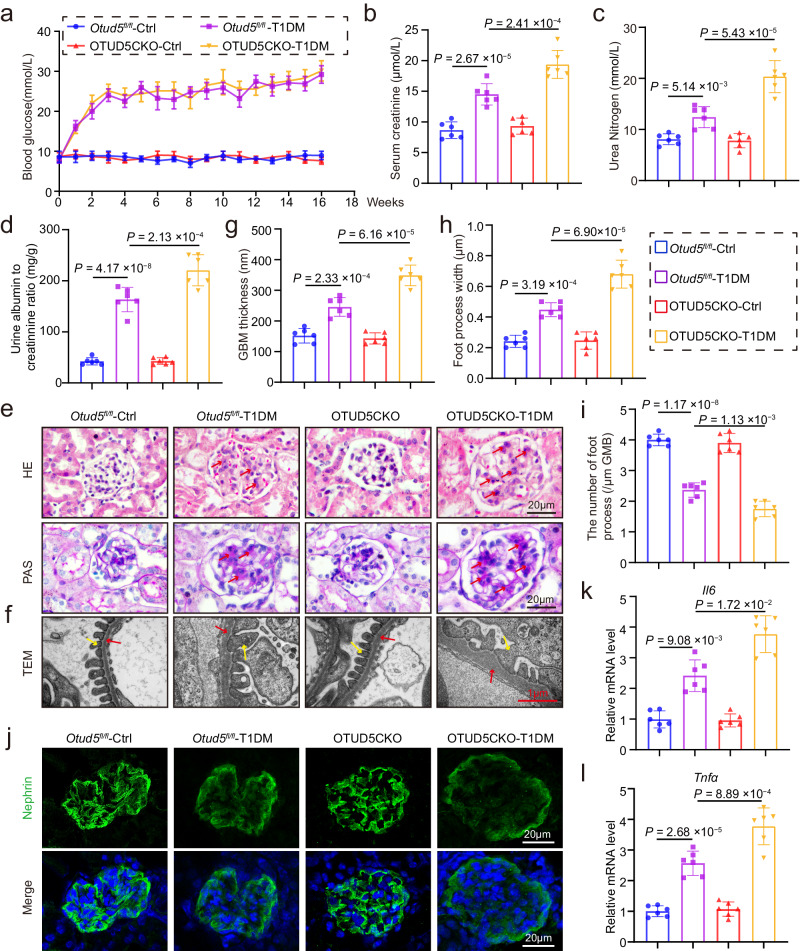
OTUD5CKO exacerbates podocyte injury and DKD in T1DM mice. **a** Weekly monitoring of blood glucose levels in mice. Data are presented as mean ± SD. The levels of serum creatinine (**b**), urea nitrogen (**c**), and urine albumin to creatinine ratio (**d**) were analyzed in mice. **e**, **f** Representative images of H&E, PAS, and TEM in mice. Scale bar: black 20 μm, red 1 μm. (*n* = 6 samples). Quantification of GBM thickness (**g**) and podocyte foot process numbers (**h**, **i**) in the glomeruli. **j** Representative IF images of Nephrin expression in glomeruli from mice. Scale bar, 20 μm. (*n* = 6 samples). Real-time qPCR showing mRNA levels of *Il6* (**k**) and *Tnfα* (**l**) in the kidney tissues of each group. *n* =6 for each group. For **b**–**d**, **g**–**i**, **k**, and **l**, *P* values were determined by one-way ANOVA with Bonferroni’s correction, and data are presented as mean ± SD.

### Identification of TAK1 as a potential substrate protein of OTUD5

As a DUB, OTUD5 acts by deubiquitinating the substrate proteins. To identify the substrate of OTUD5 in podocytes, we carried out an LC-MS/MS analysis using OTUD5-overexpressing MPC5 cells (Fig. 4a). Among the top 15 OTUD5-binding proteins identified by the quantitative LC-MS/MS analysis (Supplementary Fig. 4a), TAK1 attracted our attention (Fig. 4b) as previous studies have demonstrated the pivotal regulatory role of TAK1 in podocyte inflammation and DKD progression^25,26^. Therefore, we hypothesize that OTUD5 negatively regulates inflammation and injury through deubiquitinating TAK1 in podocytes.

**Fig. 4:**
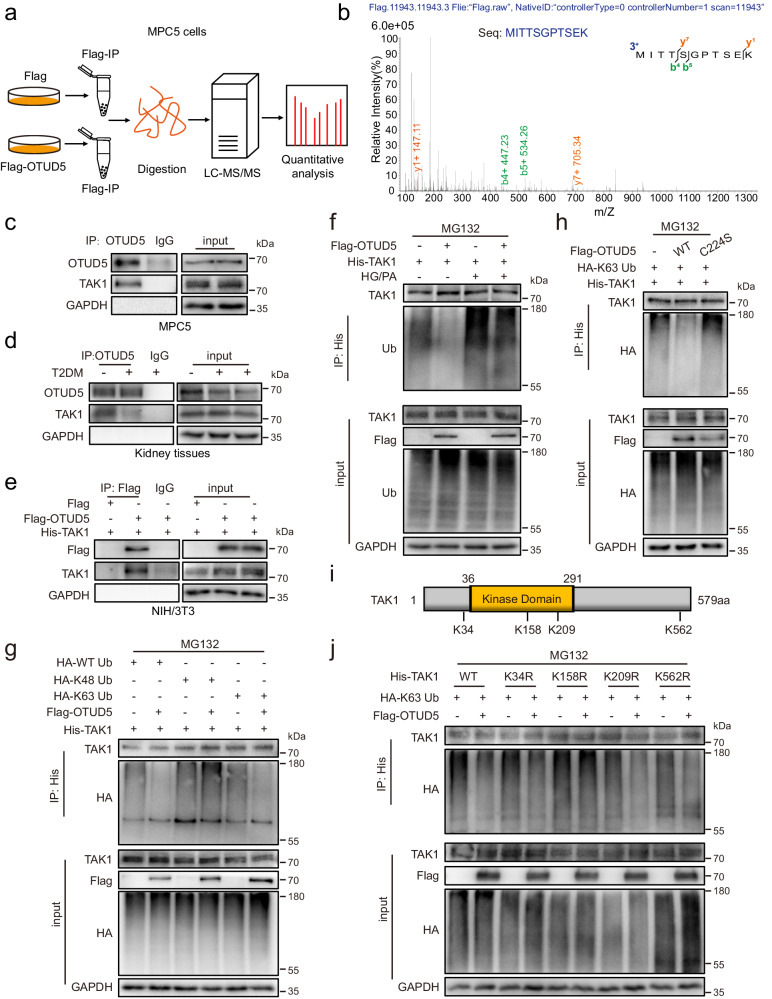
Identification of TAK1 as a potential substrate protein of OTUD5. **a** Schematic illustration of a quantitative proteomic screen to identify proteins binding to OTUD5. **b** Mass spectrometry/mass spectrometry (MS/MS) spectrum of the peptide MITTSGPTSEK from TAK1. Co-immunoprecipitation (Co-IP) of OTUD5 and TAK1 in MPC5 cells (**c**) and kidney tissues (**d**). Endogenous OTUD5 was immunoprecipitated. (*n* = 3 independent experiments). **e** Co-IP of OTUD5 in NIH/3T3 co-transfected with Flag-OTUD5 and His-TAK1 plasmids. Exogenous OTUD5 was immunoprecipitated using an anti-Flag antibody. (*n* = 3 independent experiments). **f** His-TAK1 and Flag-OTUD5 were transfected into MPC5 cells with or without HG/PA treatment and then subjected to 10 μM MG132 for 6 h. Ubiquitinated TAK1 was detected by immunoblotting using an anti-ubiquitin antibody. (*n* = 3 independent experiments). **g** His-TAK1, HA-WT Ub, HA-K48 Ub, and HA-K63 Ub were transfected into NIH/3T3 together with Flag-OTUD5 and then subjected to 10 μM MG132 for 6 h. Ubiquitinated TAK1 was detected by immunoblotting using an anti-HA antibody. (*n* = 3 independent experiments). **h** His-TAK1 and HA-K63 Ub were transfected into NIH/3T3 together with Flag-OTUD5 (WT or C224S) and then subjected to 10 μM MG132 for 6 h. Ubiquitinated TAK1 was detected by immunoblotting using an anti-HA antibody. (*n* = 3 independent experiments). **i** Schematic illustration of the construct for mutating the ubiquitinated lysine residue of TAK1. **j** His-TAK1 (WT, K34R, K158R, K209R or K562R) and HA-WT Ub were transfected into NIH/3T3 together with Flag-OTUD5 and then subjected to 10 μM MG132 for 6 h. Ubiquitinated TAK1 was detected by immunoblotting using an anti-HA antibody. (*n* = 3 independent experiments).

We confirmed the endogenous interaction between OTUD5 and TAK1 in podocytes using a Co-immunoprecipitation (co-IP) assay (Fig. 4c). Similarly, endogenous OTUD5 and TAK1 could form a complex in mouse kidney tissues (Fig. 4d). Moreover, Flag-OTUD5 and His-TAK1 plasmids were co-transfected into NIH/3T3 cells, confirming the exogenous interaction between OTUD5 and TAK1 (Fig. 4e). Next, we explored the mechanism of OTUD5 on TAK1 deubiquitination. As shown in Fig. 4f, OTUD5 overexpression decreased the polyubiquitination of TAK1 in NIH/3T3 cells. Further, we co-transfected TAK1 plasmid and K48- or K63-mutated ubiquitin plasmids in NIH/3T3 cells with or without OUTD5 and observed that OTUD5 reduced K63-linked ubiquitination of TAK1, rather than K48-linked ubiquitination (Fig. 4g). The Cysteine 224 residue (C224) in OTUD5 has been reported as the essential site for the deubiquitinating activity^20^. In contrast to wild-type OTUD5, the catalytically inactivated OTUD5 C224S mutant, which could interact with TAK1 normally (Supplementary Fig. 4b), failed to remove K63-linked ubiquitin molecules from TAK1 (Fig. 4h). These data revealed that OTUD5 cleaves the K63-linked ubiquitination of TAK1 via its active site C224.

To date, four lysine (Lys) residues in TAK1 protein, K34, K158, K209, and K562, have been identified as potential sites of K63-linked polyubiquitination^27,28^ (Fig. 4i). Thus, we explored which lysine residue ubiquitination could be removed by OTUD5. We constructed the site mutant plasmids of TAK1, including K34R, K158R, K209R, and K562R. Among them, we found that the K158R mutant abolished OTUD5-mediated deubiquitination (Fig. 4j), suggesting that lysine residue K158 of TAK1 is a specific site for OTUD5 deubiquitination. Taken together, OTUD5 decreased K63-linked polyubiquitination of TAK1 at position K158 via its active site C224.

### OTUD5 negatively regulates TAK1 activation and inflammation in podocytes

Extensive reports have shown that K63-linked ubiquitinating modification is responsible for the functional regulation of substrates, rather than the stability regulation^29^. Western blot assay confirmed that OTUD5 overexpression significantly inhibited HG/PA-induced TAK1 phosphorylation in podocytes but did not change the total TAK1 protein level (Fig. 5a, Supplementary Fig. 5a). In contrast, OTUD5 knockdown by siRNA aggravated TAK1 activation in HG/PA-challenged podocytes (Fig. 5b). Similar results were confirmed in the kidney tissues of both T2DM and T1DM mice (Fig. 5c, d, Supplementary Fig. 5b, c). It is well known that the MAPK pathway is the main downstream signal of TAK1 activation and mediates the production of inflammatory cytokines^30,31^. The MAPK signal consists of three subfamilies: c-Jun NH2-terminal kinase (JNK), extracellular signal-regulated kinase (ERK), and p38^32^. Our results showed that the activation of ERK, P38, and JNK was also inhibited by OTUD5 overexpression, but exacerbated by OTUD5 knockdown in HG/PA-treated podocytes (Fig. 5e, f, Supplementary Fig. 5d, e). Next, a small-molecule TAK1-specific inhibitor Takinib was used to block the phosphorylation of TAK1. As expected, Takinib pretreatment significantly reversed the HG/PA-induced TAK1 phosphorylation and subsequent activation of the MAPKs in OTUD5-downregulated podocytes (Fig. 5g). Takinib also inhibited the mRNA levels of *Il6* and *Tnfa* in HG/PA-challenged OTUD5-deficient podocytes (Fig. 5h). Together, OTUD5 negatively regulates TAK1-MAPK activation and inflammation in podocytes under HG/PA treatment.

**Fig. 5:**
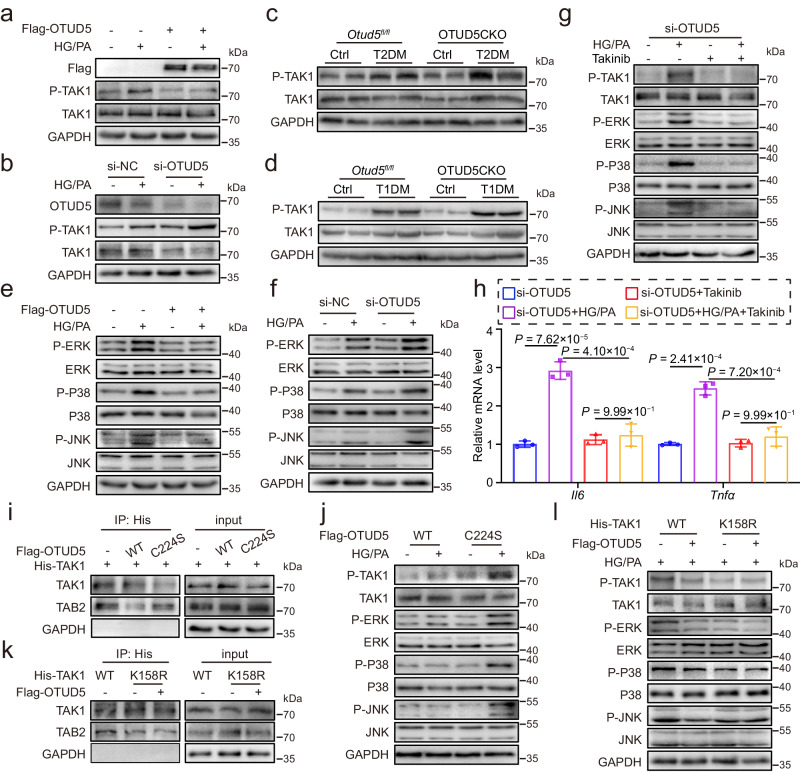
OTUD5 negatively regulates TAK1 activation and inflammation in podocytes. MPC5 cells transfected with Flag-OTUD5 (**a**) or si-OTUD5 (**b**) were stimulated with HG/PA for 30 min. Representative western blot analysis of P-TAK1. (*n* = 3 independent experiments). **c**, **d** Representative western blot analysis of P-TAK1 in kidney tissues of each group. (*n* = 6 samples). MPC5 cells transfected with Flag-OTUD5 (**e**) or si-OTUD5 (**f**) were stimulated with HG/PA for 30 min. Representative western blot analysis of phosphorylated and total protein levels of ERK, P38, and JNK. (*n* = 3 independent experiments). MPC5 cells transfected with si-OTUD5 were pretreated with 10 μM Takinib (TAK1 inhibitor) for 1 h before exposure to HG/PA. **g** Levels of P-TAK1, P-ERK, P-P38, and P-JNK were detected by western blot. **h** Real-time qPCR showing mRNA levels of *Il6* and *Tnfα*. (*n* = 3 independent experiments; *P* values were determined by one-way ANOVA with Bonferroni’s correction and data are presented as mean ± SD). **i** His-TAK1 was transfected into NIH/3T3 with or without Flag-OTUD5 (WT or C224A). Co-IP was performed with an anti-His antibody, followed by a western blot of TAK1 and TAB2. (*n* = 3 independent experiments). **j** MPC5 cells transfected with Flag-OTUD5 (WT or C224A) were stimulated with HG/PA for 30 min. Representative western blot analysis of phosphorylated and total protein levels of TAK1, ERK, P38, and JNK. (*n* = 3 independent experiments). **k** His-TAK1(WT or K158R) was transfected into NIH/3T3 with or without Flag-OTUD5. Co-IP was performed with an anti-His antibody, followed by a western blot of TAK1 and TAB2. (*n* = 3 independent experiments). **l** His-TAK1 (WT or K158R) and Flag-OTUD5 were transfected into MPC5 cells for 24 h and then stimulated by HG/PA for 30 min. Representative western blot analysis of phosphorylated and total protein levels of TAK1, ERK, P38, and JNK. (*n* = 3 independent experiments).

Then, we tried to explore how OTUD5-mediated TAK1 deubiquitination prevents TAK1 phosphorylation. As we know, TAK1 phosphorylation requires an upstream kinase TAB2. Hirata et al. have reported that K63-linked TAK1 polyubiquitination promotes the formation of the TAK1/TAB2 complex, leading to the phosphorylation of TAK1^33^. Thus, we hypothesize that OTUD5 may hinder TAK1-TAB2 interaction since it removes the K63-linked ubiquitination of TAK1. As expected, the overexpression of OTUD5 reduced the interaction between TAK1 and TAB2, while the catalytically inactivated mutant OTUD5-C224S failed (Fig. 5i). In addition, OTUD5 inhibited the activation of the TAK1-MAPK pathway in HG/PA-treated podocytes but failed when its deubiquitinating activity was canceled in the C224S mutant (Fig. 5j). We further examined whether OTUD5-mediated TAK1 inactivation depends on TAK1 deubiquitination at the K158 site. As shown in Fig. 5k, the interaction between TAK1 and TAB2 was reduced when K158 in TAK1 was mutated into R residue, while OTUD5 failed to further affect the interaction between TAK1 and TAB2. Similarly, the TAK1 K158R mutation inhibited TAK1-MAPK activation in response to HG/PA stimulation (Fig. 5l). These findings elucidate that OTUD5 inhibits TAK1 activation by blocking TAK1-TAB2 interaction via OTUD5-mediated TAK1 deubiquitination at the K158 site.

### Inhibition of TAK1 eliminates the aggravated podocyte injury and DKD in OTUD5CKO-T2DM mice

To confirm the OTUD5-TAK1 regulatory axis in vivo, we used a specific TAK1 inhibitor Takinib to gavage *Otud5*^*fl/fl*^-T2DM mice and OTUD5CKO-T2DM mice (Fig. 6a). Takinib did not affect the profile of blood glucose levels in T2DM mice (Fig. 6b). Takinib significantly inhibited the aberrant activation of the TAK1-MAPK cascade in the kidneys of OTUD5CKO-T2DM mice (Fig. 6c). Biochemical analysis (Fig. 6d–f) and histochemical stainings (Fig. 6g) revealed that Takinib ameliorated both functional and structural injuries of OTUD5CKO-T2DM mouse kidneys. Electron microscopy (Fig. 6h–k) and immunofluorescence staining (Fig. 6l) showed that Takinib significantly mitigated the exacerbated podocyte injury in OTUD5CKO-T2DM mice. The mRNA levels of inflammatory cytokines showed similar changing trends (Supplementary Fig. 6a, b). These findings demonstrate that podocyte OTUD5 deficiency fails to aggravate podocyte injury when TAK1 is inhibited, indicating that TAK1 activation mediated the effect of OTUD5 deletion on DKD pathology.

**Fig. 6:**
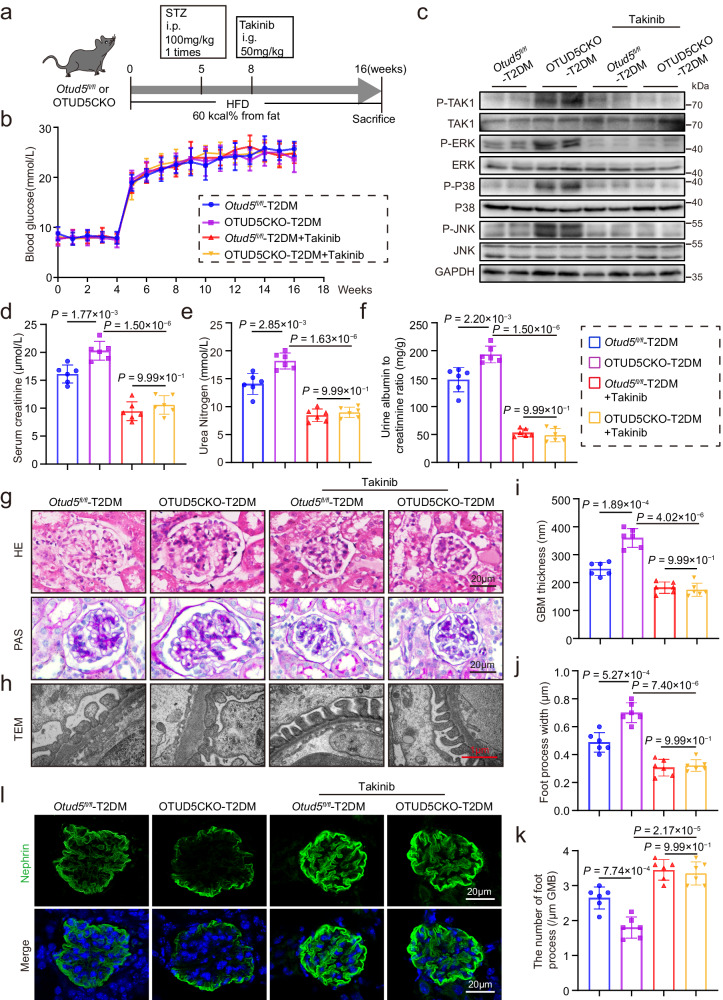
Inhibition of TAK1 eliminates the aggravated podocyte injury and DKD in OTUD5CKO-T2DM mice. **a** A schematic diagram illustrating the procedure of T2DM-induced OTUD5CKO and *Otud5*^*fl/fl*^ mice, with or without Takinib administration. **b** Weekly measurements of blood glucose levels of the mice in the indicated groups. Data are presented as mean ± SD. **c** Representative western blot images showing phosphorylated and total protein levels of TAK1, ERK, P38, and JNK in the kidneys of indicated groups. (*n* = 6 samples). Serum creatinine (**d**), urea nitrogen (**e**), and urine albumin to creatinine ratio (**f**) levels of the mice in the indicated groups. **g** Representative H&E and PAS staining images of kidney sections. Scale bar: 20 μm. (*n* = 6 samples). **h**–**k** Representative TEM images of kidney sections and corresponding quantitative analysis. Scale bar: 1 μm. **l** Representative IF images of Nephrin expression in the glomeruli of the indicated groups. Scale bar, 20 μm. *n* = 6 for each group. For **d**–**f**, **i**, **j**, and **k**, *P* values were determined by one-way ANOVA with Bonferroni’s correction, and data are presented as mean ± SD.

### Podocyte-specific overexpression of OTUD5 alleviates podocyte injury and DKD in T2DM mice

Finally, we tested the therapeutic effect of podocyte-specific overexpression of OTUD5 against DKD in T2DM mice. To accomplish this, we constructed AAV9 encoding podocyte-specific promotor (NPHS1) and OTUD5 particles (AAV-OTUD5) in *Otud5*^*fl/fl*^ mice and injected it through the tail vein (Fig. 7a). Western blot and immunofluorescence IF analysis confirmed successful overexpression of OTUD5 in podocytes (Supplementary Fig. 7a, b). We observed that OTUD5 overexpression had no impact on blood glucose levels in mice (Fig. 7b). Firstly, compared to the control group where mice were injected with the control particle AAV-EV, mice injected with AAV-OTUD5 showed significantly reduced levels of TAK1 ubiquitination and phosphorylation (Fig. 7c, d), which were consistent with the results observed in cells. As expected, AAV-mediated overexpression of OTUD5 in podocytes effectively attenuated renal injuries (Fig. 7e–h, Supplementary Fig. 7c, d) and podocyte injuries (Fig. 7i–m) in the kidneys of T2DM mice, evidenced by the same examinations. Collectively, podocyte-specific overexpression of OTUD5 alleviates podocyte injury and DKD in T2DM mice, accompanied by decreased TAK1 ubiquitination and phosphorylation in kidneys.

**Fig. 7:**
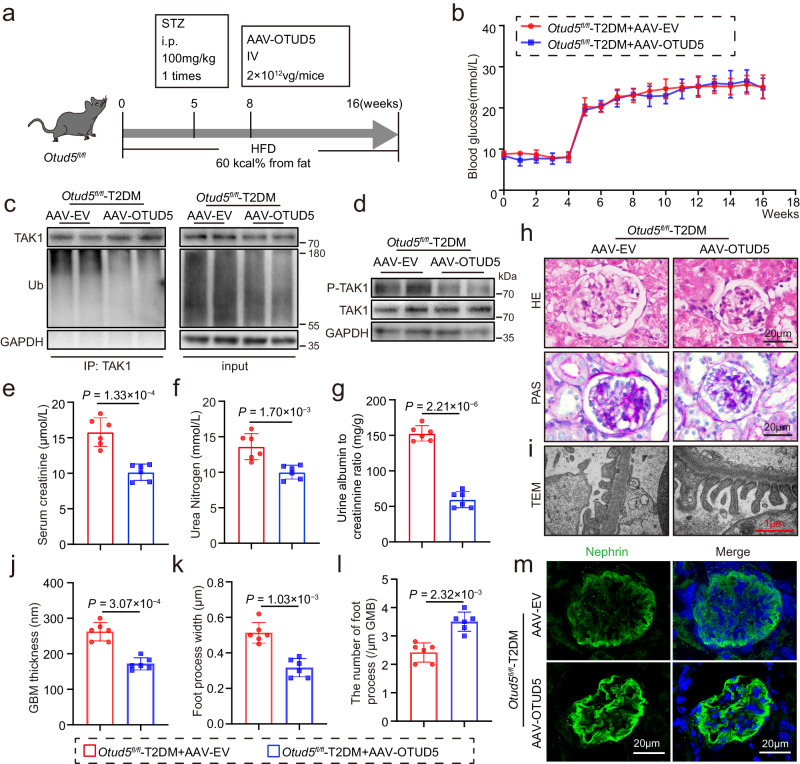
Podocyte-specific overexpression of OTUD5 alleviates podocyte injury and DKD in T2DM mice. **a** A schematic diagram illustrating the procedure of T2DM-induced *Otud5*^*fl/fl*^ mice injected with AAV-EV or AAV-OTUD5. **b** The levels of blood glucose. Data are presented as mean ± SD. **c** Ubiquitinated TAK1 was detected by immunoblotting using anti-ubiquitin antibodies in the kidneys of indicated groups. (*n* = 6 samples). **d** Representative western blot images showing phosphorylated and total protein levels of TAK1 in the kidneys of indicated groups. (*n* = 6 samples). The levels of serum creatinine (**e**), urea nitrogen (**f**), and urine albumin to creatinine ratio (**g**). **h** Representative H&E and PAS staining of kidney sections. (*n* =6 samples). **i**–**l** Representative TEM images of kidney sections and corresponding quantitative analysis. Scale bar: 1 μm. **m** Representative IF images of Nephrin expression. Scale bar, 20 μm. (*n* = 6 samples). *n* = 6 for each group. For **e**–**g** and **j**–**l**, *P* values were determined by a two-tailed unpaired *t*-test, and data are presented as mean ± SD.

## Discussion

In this study, we observed the downregulation of OTUD5 in both HG/PA-challenged podocytes and diabetic renal tissue. Podocyte-specific *Otud5* knockout significantly exacerbated podocyte injury and DKD in diabetic mice. Conversely, the overexpression of OTUD5 in podocytes ameliorated podocyte injury and DKD in T2DM mice. Mechanistically, we demonstrated that OTUD5 directly interacts with TAK1 and reduces K63-linked polyubiquitination of TAK1 at residue K158 through its active site C224, subsequently inhibiting the TAK1-mediated inflammatory response and injury in podocytes. Finally, we verified the role of the OTUD5-TAK1 axis in regulating podocyte injury and DKD by inhibiting TAK1 in vivo. Our study reports the role of OTUD5 in podocyte injury, expanding the understanding of the pathogenesis of DKD.

Podocytes are essential for maintaining the integrity and function of the glomerular filtration barrier, which is crucial for renal function^7^. Podocyte injury leads to glomerulosclerosis, proteinuria, and eventually renal failure^8^. Importantly, podocyte injury is a key factor contributing to proteinuria in DKD, and its significant role in the pathogenesis of DKD has attracted considerable attention^6^. Although podocytes are relatively few in number, their role in DKD pathogenesis is of utmost importance. Zhong et al. demonstrated that Arctigenin attenuates DKD through the activation of protein phosphatase 2A and then inhibiting NF-κB-mediated inflammatory response in podocytes^34^. Podocyte-specific deletion of claudin-5, a crucial regulator of podocyte function, exacerbates podocyte injury and DKD in diabetic mice^35^. Therefore, targeting key proteins in podocytes and protecting podocytes hold promise for slowing the progression of DKD. Podocyte inflammation is one of the key pathways contributing to podocyte injury in DKD. Injured podocytes can release inflammatory cytokines and chemokines that induce the recruitment of immune cells in the kidney. Additionally, podocytes also express receptors for various inflammatory cytokines, which promote the occurrence and development of renal inflammation^36^. Jiang et al. reported that attenuation of podocyte inflammatory response under HG stimulation protected podocytes from injuries^37^. Here, we elucidated that OTUD5 in podocytes plays a protective role against diabetic kidney injury by inhibiting TAK1-mediated inflammation and injury, further highlighting the critical role of podocyte injury in DKD.

In recent years, considerable evidence suggests that DUBs are involved in the development of DKD. It is worth noting that the role of DUBs may vary in different cell types of DKD. For instance, USP25 has been shown to ameliorate DKD by inhibiting TRAF6-mediated inflammatory responses in glomerular mesangial cells and kidney-infiltrating macrophages^38^. USP9X alleviates diabetic renal fibrosis by inhibiting epithelial-to-mesenchymal transformation in tubular epithelial cells^39^ and blocking the activation of the TGF-β/Smad pathway in mesangial cells^40^. In contrast, USP22 exacerbates tubulointerstitial fibrosis progression through deubiquitinating and stabilizing Snail1 in diabetic mice^16^. Considering the significance of podocytes in DKD, we performed RNA-seq on HG/PA-challenged podocytes and identified a functional DUB, OTUD5, in podocyte inflammation and injury. Podocyte-specific *Otud5* knockout in diabetic mice aggravated podocyte injury and DKD, while overexpression of OTUD5 in podocytes protects podocytes and kidneys in diabetic mice. From a spatial expression pattern perspective, OTUD5 may exist in different cell types throughout the entire renal parenchyma. Interestingly, Chu et al. have recently reported that renal tubular epithelial cell-specific OTUD5 knockout renders kidneys susceptible to I/R injury, while AAV-mediated OTUD5 therapy protects renal function against I/R injury^41^. In this study, we focus on the crucial role of OTUD5 in podocytes. However, OTUD5 in other renal cell types may be also involved in the pathogenesis of DKD, which warrants further investigation. Anyway, our study, combined to Chu’s work^41^, strengthens the importance of OTUD5 in the kidney and highlights maintaining OTUD5 as a promising therapy for renal diseases.

TAK1, a member of the MAP3K family, is a key protein involved in pro-inflammatory signal transduction and plays a crucial role in podocyte injury. For instance, inhibition of TAK1 phosphorylation by activation of GPR120 in podocytes alleviated podocyte inflammation and DKD in diabetic mice^25^. It has been reported that small-molecule TAK1 inhibitors can block the occurrence and development of DKD^42^. However, TAK1 also has physiologic roles in podocytes. Podocyte-specific deletion of TAK1 in mice has been reported to reduce the expression of WT1 and Nephrin, resulting in the disruption of podocyte structure and loss of foot processes^43^. In addition, TAK1 shows a wide distribution in humans and regulates multiple cellular actions including cell survival, growth, immune response, and metabolism. Therefore, complete deletion of TAK1 or whole-body inhibition of TAK1 activity may also induce serious side effects^44^. In the present study, Takinib that inhibited the whole-body TAK1 showed a strong basal phenotype in OTUD5^f/f^-T2DM mice, which may make it very difficult for podocyte OTUD5 deficiency to aggravate the DKD phenotypes in Takinib-treated mice. It may be a limitation of this study. The use of podocyte-specific TAK1 inhibition/knockout may be preferable to investigate the podocyte OTUD5-TAK1 axis in podocytes in DKD. Anyway, our study provides a potential approach to prevent the pathological TAK1 signaling in podocytes through the manipulation of OTUD5. Specifically, podocyte-specific overexpression of OTUD5 potentially serves as a feasible strategy to inhibit podocyte inflammation by down-regulating TAK1 activity, ultimately controlling the progression of DKD. Thus, our finding on OTUD5-TAK1 axis in podocytes shed light on a TAK1-targeting strategy for DKD treatment.

Emerging studies have demonstrated that ubiquitination is functionally involved in the regulation of TAK1 activity^45,46^. Li et al. reported that TRIM8, an E3 ubiquitin ligase, promoted the K63-linked polyubiquitination of TAK1 to mediate TNF-α/IL-1β-induced TAK1 activation^28^. The deubiquitinating enzyme CYLD interacts directly with TAK1 and removes its K63-linked polyubiquitin chain, which blocks the activation of TAK1 and downstream JNK-p38 cascade^47^. Here, we elucidated that OTUD5 inhibits TAK1 activation by removing the K63-linked ubiquitin from TAK1. Furthermore, we identified the lysine residue K158 on TAK1 as a critical site for the deubiquitination by OTUD5. It is worth noting that there is no reduction in ubiquitination level of K158R mutant compared to that of wide-type TAK1. As we know, ubiquitination/deubiquitination happens at many lysine sites in TAK1. It is possible that the ubiquitination at K158 accounts for only a small portion of the total TAK1 ubiquitination or that the ubiquitination of TAK1 at other lysine sites is increased to compensate for the loss of ubiquitination at the K158 site. It is well established that the formation of the TAK1-TABs complex is required for the activation of TAK1^33^. Here, we demonstrate that OTUD5-mediated K158 deubiquitination of TAK1 prevents TAK1-TAB2 interaction and then TAK1 phosphorylation. This suggests that the formation of the TAK1-TAB2 complex may be a dynamically regulated process, and the ubiquitin-mediated conformational change of TAK1 influences its binding to TAB2. This finding identifies OTUD5 as an inhibitor of TAK1 activation, which may serve as an alternative therapeutic strategy to regulate TAK1 hyperactivation.

A limitation of this study may be the unclear mechanism by which diabetes or HG/PA downregulates OTUD5 expression in podocytes. We made preliminary predictions of OTUD5 promoter-binding transcription factors (TFs) via the Transcription factor prediction website (http://genome.ucsc.edu/). Some TFs were predicted to regulate OTUD5 transcription, such as ZNF384, ESRRB, and ESRRA. It will be interesting to further investigate whether OTUD5 downregulation in HG/PA-challenged podocytes is related to these TFs. In addition, we acknowledge that the alterations in albuminuria, creatinine, and BUN in our diabetic model did not reach the criteria for an ideal mouse model of diabetic nephropathy^48^. In our study, we mainly focus on podocyte loss, which is an early event in DKD development. Therefore, we selected a relatively short 4-month hyperglycemia modeling to facilitate the observation of podocyte loss. This shorter duration of hyperglycemia may account for the relatively weak changes in biochemical indicators of DKD. We do think that it would be more compelling to further validate the role of OTUD5 in a DKD model with longer hyperglycemia duration and more severe kidney damage. Overall, we reveal an OTUD5-TAK1 axis in podocyte inflammation and injury and highlight the potential of OTUD5 as a promising therapeutic target for DKD.

## Methods

### Antibodies

Antibodies against OTUD5 (#21002-1-AP), FLAG-Tag (#20543-1-AP), HA-Tag (#51064-2-AP), His-Tag (#66005-1-IG), Rabbit IgG (#30000-0-AP), Mouse IgG (#B900620) were purchased from Proteintech (Wuhan, China). Antibodies against ERK (#sc-514302), P-ERK (#sc-7383), JNK (#sc-7345), and P-JNK (#sc-6254) were purchased from Santa Cruz (CA, USA). Antibodies against TAK1 (#5206S), P-TAK1 (Ser412) (#9339S), TAB2 (#3745S), Ubiquitin (P4D1) (#3936), P38 (#8690S) and P-P38 (#4631S) were purchased from Cell Signaling Technology (MA, USA). Antibodies against GAPDH (#MB001) were purchased from Bioworld (Missouri, USA).

### Animal experiments

All animal care and handling procedures were conducted according to the National Institutes of Health (USA) guidelines and approved by the Wenzhou Medical University Animal Policy and Welfare Committee (Approval number: Wydw2021-0182). Podocyte-specific *Otud5* knockout Mice (Nphs1-Cre OTUD5fl/fl mice; OTUD5CKO) were obtained from Gempharmatech Co., Ltd (Jiangsu, China). The genotype of OTUD5CKO was maintained by crossing the C57BL/6JGpt-Otud5^em1Cflox^/Gpt mouse (OTUD5fl/fl, strain No. T052115) and the C57BL/6JGpt-H11^em1Cin(Nphs1-iCre)^/Gpt mouse (Myh6-iCre, strain No. T005680). The mice were housed in an environmentally controlled room at 22 ± 2.0 °C and 50% ± 5% humidity, with a 12-hour light/dark cycle, and were fed standard rodent chow and tap water. All animal experiments were conducted in a blinded manner.

1. Streptozotocin (STZ)-induced type 1 diabetic kidney disease in mice. Six-week-old male OTUD5CKO mice and their littermate OTUD5^fl/fl^ mice were randomly divided into 4 groups: OTUD5^fl/fl^ + sham group, OTUD5^fl/fl^ + STZ group, OTUD5CKO + sham group, OTUD5CKO + STZ group (*n* = 6). STZ was purchased from Sigma-Aldrich (S0130, MO, USA). Low-dose STZ (50 mg/kg) dissolved in 0.1 M sodium citrate buffer was intraperitoneally injected for 5 continuous days, while an equal amount of sodium citrate buffer (pH 4.5) was used as the control. Blood glucose (BG) levels were measured and recorded using a glucometer (One Touch Ultra Easy, Life Scan, USA), with fasting blood glucose (FBG) levels above 16.7 mmol/L considered indicative of diabetes. All mice were given free access to food and water for 16 weeks.
2. High-fat diet feeding plus STZ injection (HFD/STZ) induced type 2 diabetic kidney disease in mice. Six-week-old male OTUD5CKO mice and their littermate OTUD5^fl/fl^ mice were randomly divided into 4 groups: OTUD5^fl/fl^ + sham group, OTUD5^fl/fl^ + HFD/STZ group, OTUD5CKO + sham group, and OTUD5CKO + HFD/STZ group (*n* = 6). The high-fat diet (HFD, 60 kcal% from fat) was purchased from Research Diets (D12492, USA). A single dose of STZ (100 mg/kg) was injected after 4 weeks of feeding the HFD or a control diet. The mice continued to be maintained on an HFD or control diet for another 12 weeks.
3. Pharmacological inhibition of TAK1 in type 2 diabetic mice. Six-week-old male OTUD5CKO mice and their littermate OTUD5^fl/fl^ mice were randomly divided into 4 groups: OTUD5^fl/fl^ + T2DM group, OTUD5^fl/fl^ + T2DM + Takinib group, OTUD5CKO + T2DM group, and OTUD5CKO + T2DM + Takinib group (*n* = 6). The TAK1 inhibitor, Takinib, was purchased from MedChemExpress (HY-103490, California, USA). Takinib (50 mg/kg) was dissolved in Sodium carboxymethyl cellulose (CMC-Na) and administered orally every other day.
4. Podocyte-specific over-expression of OTUD5 in type 2 diabetic mice. The recombinant adeno-associated virus serotype 9 (AAV9) carrying OTUD5 or EV cDNA with a podocyte-specific promoter NPHS1 (Bioqure Genetech, Hangzhou, China) was used for over-expression of OTUD5 or control. Six-week-old male OTUD5^fl/fl^ mice were randomly divided into 2 groups: OTUD5^fl/fl^ + T2DM + AAV-EV group and OTUD5^fl/fl^ + T2DM + AAV- OTUD5 group (*n* = 6). AAV9 was administered via the tail vein at a dose of 2E + 11 vg.

Before sacrifice, mice were euthanized under anesthesia using pentobarbital sodium (50 mg/kg, intraperitoneally). Blood samples and 24-hour urine samples were collected for biochemical analysis. Kidney tissues were harvested for histopathological analysis. Protein or RNA was extracted from kidney tissue for subsequent analysis.

### Cell culture and transfection

The mice renal podocyte cell line (MPC5) was obtained from the Cell Bank of the Chinese Academy of Sciences (Shanghai, China). MPC5 cells were cultured in RPMI 1640, 10% fetal bovine serum (Meilunbio, PWL001) and 10 IU/mL of recombinant murine c-interferon (IFN-γ, Invitrogen, CA, USA) at 33 °C and 5% CO_2_. To induce differentiation, the cells were transferred to 37 °C for 10–14 days and the medium was replaced without IFN-γ. The NIH/3T3 cell line was purchased from the Shanghai Institute of Biochemistry and Cell Biology (Shanghai, China) and cultured in DMEM containing 4.5 g/L glucose. The culture medium was supplemented with 10% fetal bovine serum (Meilunbio, PWL001), 100 U/mL penicillin, and streptomycin (Sbjbio, Nan Jing, BC-CE-007) at 37 °C with 5% CO_2_.

Primary podocytes were extracted as described below. The kidney cortex was finely chopped into 1 mm3 pieces and then digested in collagenase IV buffer (C8160, Solarbio, Beijing, China) at 37 °C for 15 minutes. The digested tissue was subsequently passed through cell filters of decreasing sizes: 150 μm, 75 μm, and finally 40 μm. After a precipitation period of 1–2 minutes, large debris tubules adhered to the bottom of the petri dish, while most of the glomeruli floated and small debris tubules were present in the supernatant. The supernatant was then passed through the 40 μm filter again, repeating this step until a highly purified glomerular supernatant was obtained. After 7 days, the glomerular cells were digested and then filtered with a 40 µm cell filter. Extracted primary podocytes were further incubated.

Gene expression was silenced using small interfering RNA (siRNA) purchased from GenePharma (Shanghai, China). MPC5 cells were transfected with siRNA targeting OTUD5 (sense: GGACAUGCAUGAGGUUGUUTT, anti-sense: AACAACCUCAUGCAUGUCCTT) with LipofectAMINE™ 2000 (#L3000015, Thermo Fisher Scientific, German).

The overexpression plasmids (Flag-OTUD5-WT, Flag-OTUD5-C224A, His-TAK1-WT, His-TAK1-K34R, His-TAK1-K158R, His-TAK1-K209R, and His-TAK1-K562R) were obtained from Tsingke Biotechnology Co., Ltd. (Beijing, China). Plasmids (HA-Ub, HA-K48 Ub, and HA-K63 Ub) were obtained from Addgene. The above plasmids were transfected by LipofectAMINE™3000 (L3000150, Thermo Fisher Scientific, German).

### Biochemical analysis of serum and urine samples

Serum creatinine, urea nitrogen, and urine creatinine levels were measured by enzymatic assays using an auto-chemistry analyzer. Urine albumin was detected using an ELISA kit (H127-1-1, Nanjing Jiancheng Bioengineering Institute, Nanjing, China) according to the manufacturer’s instructions.

### Histological analysis

Mice kidney tissues were fixed with 4% paraformaldehyde and embedded in paraffin. Hematoxylin and eosin (H&E, G1120, Solarbio, Beijing, China) staining of tissue sections (5 μm) were used to evaluate the histopathological damage. Periodic acid-Schiff (PAS, G1285, Solarbio, Beijing, China) staining was used to evaluate the mesangial dilation in the glomeruli. Images were taken with a light microscope (Nikon, Tokyo, Japan).

### Transmission Electron Microscopy

Electron microscope samples were treated and observed by the electron microscope Laboratory of Wenzhou Medical University. The renal cortex was cut into pieces (<1 mm^2^) and fixed with 2.5% glutaraldehyde at 4 °C. The tissue slices were washed in 0.2 mol/L PBS solution and then incubated with 1% osmic acid at room temperature for 2 hours. After a gradient dehydration process using ethanol, the sections were embedded in Pon812 resin with acetone as solvent at 37 °C overnight. Ultrathin sections were stained with a solution of 2% uranyl acetate and lead citrate and examined under a Philips CM 120 electron microscope (Philips Medical Systems, Inc.). The thickness of the GBM and the number of foot processes were analyzed using NIH ImageJ (National Institutes of Health, Bethesda, MD).

### Transcriptome sequencing

Total RNA from untreated or HG/PA-treated MPC5 was collected using RNAiso Plus and subjected to genome-wide transcriptomic analysis by LC-Bio (Hangzhou, China). 

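RNA levels of 2017 of the 12467 genes tested in MPC5 cells differed between HG/PA and Ctrl. Of these, 1567 were higher and 450 lower under HG/PA (limma, adjusted p under 0.05). By the sample labels Ctrl was taken at 0 h and HG/PA at 24 h, so treatment and time in culture cannot be told apart. With the fold limits of the paper's methods in addition, above 1.5 or below 0.667, 406 genes were higher and 218 lower. Among genes with a mean of at least 5 FPKM in Ctrl, the largest falls after Csf3 were those of Nos2, the inducible nitric oxide synthase, from 6.94 ± 1.22 to 0.753 ± 0.0714 FPKM (SD, n = 3 each, log2 fold change -3.03, adjusted p = 2.8e-05 from limma), and of Mmp13. The complement gene C3, the iron-binding protein gene Lcn2, the nicotinic acid receptor gene Hcar2 and the transporter gene Slco4a1 also fell, with log2 fold changes of -2.18, -2.00, -1.98 and -1.59. Slc7a11, the cystine transporter, rose from 23.9 ± 2.18 to 55 ± 8.59 FPKM (SD, n = 3 each, log2 fold change 1.19, adjusted p = 0.00076 from limma). Hspa5, the ER chaperone BiP, rose from 644 ± 41.8 to 1364 ± 301 FPKM (SD, n = 3 each, log2 fold change 1.06, adjusted p = 0.0039 from limma), and Casp12, an ER-associated caspase gene, had a log2 fold change of 1.12. Arhgap29, Ccdc88a, Snai2, Ift74 and Atrx rose as well, with log2 fold changes of 1.18, 1.10, 1.06, 1.05 and 1.05. Values listed under the microRNA symbols Mir568 and Mir3064, with log2 fold changes of 1.14 (call lost in 6 of 19 alternative fits) and 1.06, are uncertain, since the table does not tell such short genes from longer transcripts that overlap them. Actb had a log2 fold change of 0.06 (adjusted p = 0.79), and -0.03 with trimmed-mean scaling between samples.
Of the genes changed, 77.7% were higher, against 50.5% with trimmed-mean scaling (726 higher and 712 lower), 55.3% with quantile normalization and 61.8% without clone-named and ribosomal RNA genes. Without Ctrl replicate 3, 636 genes were higher, and without HG/PA replicate 3, 239 genes were higher with the fold limit. In 37.5% of the genes tested the 2 groups did not overlap, where chance gives 10%.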

The differentially expressed genes (DEGs) were selected with a fold change >1.5 or fold change <0.667. GSEA (https://www.gsea-msigdb.org/gsea/ index.jsp) of the signaling pathways was performed as described by LC-Bio (https://www.lc-bio.cn/).

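Cytokine-cytokine receptor interaction, IL-17 signaling and TNF signaling were lower under HG/PA than in Ctrl, as was the ribosome pathway, and ribosome biogenesis, protein processing in the ER and aminoacyl-tRNA biosynthesis were higher, when the pathway annotation in the authors' table was tested on the same 6 samples. These calls come from camera with the preset correlation, and with an estimated correlation no pathway passed (adjusted p = 0.29 for cytokine-cytokine receptor interaction and 0.99 for the other pathways named here). Of the 95 genes tested in the pathway of cytokine-cytokine receptor interaction, 8 rose and 23 fell, of 62 in IL-17 signaling 6 rose and 15 fell, and of 85 in TNF signaling 9 rose and 17 fell. Their adjusted p were 2.1e-06, 0.00024 and 0.0026. The other 9 of 12 inflammatory pathways fixed in advance did not pass, among them NF-kappa B signaling, with 8 genes higher and 12 lower of 69 (adjusted p = 0.063), chemokine signaling, with 13 higher and 15 lower of 102 (adjusted p = 0.24), and MAPK signaling, with 27 higher and 9 lower of 212 (adjusted p = 0.85). The ribosome pathway was lower than other genes, with 22 genes lower and 1 higher of 171 (adjusted p = 9.6e-15). So was oxidative phosphorylation, with 16 lower and 2 higher of 123 (adjusted p = 7.6e-06). Its median and mean log2 fold changes were only -0.06 and -0.02, so that call is mainly relative to other genes. Fold changes across all genes also ran with transcript length. The median was -0.022 in the fifth of shortest mouse transcripts and 0.183 in the fifth of longest. Whether transcript length bears on the ribosome and oxidative phosphorylation calls is not answered here. Higher were ribosome biogenesis, with 22 genes higher and 1 lower of 77 (adjusted p = 0.0064), protein processing in the ER, with 35 higher and 2 lower of 158 (adjusted p = 0.033), and aminoacyl-tRNA biosynthesis, with 10 of 46 genes higher (adjusted p = 0.034). Over all 308 pathways with 10 to 500 tested genes, 3 were higher and 17 lower, and over the 19 alternative fits 0 to 5 were higher and 11 to 22 lower. Only 1 pathway was higher without Ctrl replicate 1, without HG/PA replicate 1 or with trimmed-mean scaling, and, in fits added after the data were seen, with a GC and length correction or without clone-named and ribosomal RNA genes, and none with trimmed-mean scaling and that correction together.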

### Western blot

Cultured cells and renal tissues were lysed in RIPA buffer (P0013C, Beyotime Biological, Shanghai, China) containing proteinase inhibitor PMSF (ST506, Beyotime Biological, Shanghai, China). Equal amounts of protein were then separated by SDS-PAGE and transferred to PVDF membranes. The membranes were subsequently blocked in 5% Bovine Serum Albumin (BSA, A8020, Solarbio, Beijing, China) and incubated with primary antibodies overnight at 4 °C. After incubating with a secondary antibody (Beyotime Biological, Shanghai, China) for 1 hour, the membranes were detected by an enhanced chemiluminescence (ECL) system. The quantification of images was analyzed by ImageJ software.

### Co-immunoprecipitation (co-IP)

The cell and renal tissue lysates were incubated overnight with specific primary antibodies or control IgG. Protein A + G Agarose (P2012, Beyotime Biological, Shanghai, China) was added to the lysates and incubated at 4 °C for 2 hours to capture the immune complex. The supernatant was then discarded after centrifugation, and the precipitate was washed 5 times with PBS. The protein was eluted with an SDS loading buffer for western blotting.

### LC-MS/MS analysis

MPC5 cells were transfected with Flag-vector or Flag-OTUD5 plasmids. Anti-Flag and protein A + G Agarose beads were added to the cell samples. LC-MS/MS analyses were performed on a Q Exactive HF mass spectrometer that was coupled to Easy nLC (Thermo Scientific). Peptide was first loaded onto a trap column (100 μm*20 mm, 5 μm, C18) with 0.1% formic acid, then separated by an analytical column (75 μm*100 mm, 3 μm, C18)) with a binary gradient of buffer A (0.1% Formic acid) and buffer B (84% acetonitrile and 0.1% Formic acid) at a flow rate of 300 nL/min over 60 min. MS data was acquired using a data-dependent top20 method dynamically choosing the most abundant precursor ions from the survey scan (350–1800 m/z) for HCD fragmentation. The MS data were analyzed using MaxQuant software version 1.5.8.3. MS data were searched against the UniProtKB Human database (157,600 total entries, downloaded 07/2017). The trypsin was selected as a digestion enzyme. The maximal two missed cleavage sites and the mass tolerance of 4.5 ppm for precursor ions and 20 ppm for fragment ions were defined for database search. Carbamidomethylation of cysteines was defined as fixed modification, while acetylation of protein N-terminal and Lysine, and oxidation of Methionine, were set as variable modifications for database searching. The database search results were filtered and exported with <1% false discovery rate (FDR) at peptide level and protein level, respectively.

### RNA extraction and real‐time quantitative PCR

Total RNA was isolated from cells or renal tissues using TRIzol (#9109, Takara, Japan), and 1ug total RNA was reverse transcribed by HiScript®III All-in-one RT SuperMix reagent (R333-01, Vazyme, Nanjing, China). The quantitative PCR was performed with SYBR Green Master Mix (Q711-02, Vazyme, Nanjing, China) in a Real-Time PCR System (QuantStudioTM 3, Thermo Fisher Scientific, CA, USA). Gene levels were normalized to β-actin, and the relative gene expression was analyzed using the ΔΔ^-Ct^ algorithm. The primers used are listed in Supplementary Table 1.

### Human renal biopsy samples

Renal biopsies from 3 diabetic patients and 3 nondiabetic patients were collected from the Department of Pathology, the First Affiliated Hospital of Wenzhou Medical University. The non-diabetic samples were obtained from the healthy kidney poles of individuals who underwent tumor nephrectomies without diabetes or renal disease. All experiments involving human samples were approved by the Ethics Committee in Clinical Research of the First Affiliated Hospital of Wenzhou Medical University (Wenzhou, China; Approval number: 2023-0115), and informed consent was obtained from the patients. All the human study participants agreed to participate for free. All aspects of the study followed the Declaration of Helsinki of 1975, revised in 2008. The clinical characteristics of the patients are shown in Supplementary Table 2.

### Data and statistical analysis

All data were analyzed using GraphPad Prism 8.0 software (San Diego, CA, USA). Data are expressed as mean ± SD. The unpaired *t-*test was used for comparisons between two groups and one-way ANOVA analysis (Bonferroni’s correction) was used for comparing multiple groups. *P* values less than 0.05 were considered statistically significant.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

### Supplementary information

Supplementary Information

Peer Review File

Reporting Summary

### Source data

Source Data

## Data Availability

All data are included within the article or Supplementary Information or available from the authors on request. The source data are provided as a Source data file. The transcriptomic data sets generated in this study have been deposited in the Gene Expression Omnibus (GEO) database under accession code GSE254059. Source data are provided online with this paper. Source data are provided in this paper.

How the deposited data were processed for this re-analysis (not part of the article)

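RNA-seq of MPC5 podocytes was examined in 6 samples, 3 Ctrl and 3 HG/PA, the 2 groups of the series. Groups and replicate numbers came from the sample labels, which give 24 h for HG/PA and 0 h for Ctrl. The authors deposited 1 table with an FPKM value per gene and sample, which by the submitters' processing notes was made with HISAT2, StringTie and FastQC on the mouse build mm10 (versions not given), although all 18914 gene identifiers in it are rat Ensembl identifiers. The authors also deposited for each gene a fold (ratio of mean FPKM under HG/PA to mean FPKM in Ctrl) and its log2 value, and the deposited log2 differs by over 0.01 from the ratio of means for 11 genes. The authors' deposited p-value and q-value have no test named in the table. The submitters' processing notes name edgeR and DESeq2, and the Fig. 1 legend names the Wald test of DESeq2. The deposited q-value is within 1% of the Benjamini-Hochberg value over the table for 18815 genes. The authors mark 242 genes as significant, of which 238 have a q-value under 0.05 and a fold of at least 2.

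Read counts were not analysed here, so no count model was run and 4 alternatives for counts were not run. The absolute depth is unknown. Below 0.15 FPKM, the ratio between 2 samples of a gene's values peaks at the ratio of what 1 read is worth, which gave the relative depth of the samples. Without counts no counting interval can be given, and the precision rests on the spread between 3 samples per group.

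Values were tested as log2(FPKM + 0.1) with limma, with an intensity trend in its empirical Bayes step, for the 12467 genes with a mean of at least 0.5 FPKM over the 6 samples. p-values were adjusted by Benjamini-Hochberg at a threshold of 0.05. The fold limits of the methods, above 1.5 and below 0.667, were applied in addition for some counts. Where 1 symbol stood on more than 1 identifier (122 symbols), the identifier with the highest mean was used. The 23 gene lists were written before the data were examined, and so were the 12 inflammatory pathways, the rule for named genes and all alternatives but those named as chosen later. The lists cover DUBs, cytokines and chemokines, the NF-kB pathway, interferon-stimulated genes, TAK1 and MAPK components, MAPK-induced early genes, podocyte genes, the ATF4 and integrated stress response, ER chaperones, fatty acid oxidation, cholesterol synthesis, fatty acid synthesis, glycolysis, NRF2 targets, apoptosis, cell cycle, extracellular matrix, markers of mesangial, endothelial, tubular, macrophage and parietal epithelial cells, and mitochondrially encoded genes. The ER chaperone list also holds other genes of ER stress and of the ATF6 and XBP1 response. Mouse symbols of the lists were matched to the table, 9 of them through a rat name chosen after the table was seen. Lists were tested with camera at a preset correlation of 0.01, with adjustment over the 23 lists, beside camera with an estimated correlation and fry. Pathways with 10 to 500 tested genes came from the KEGG annotation in the authors' table, which covers 6249 genes.

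The rule for named genes takes every gene the paper names, the 10 largest rises and the 10 largest falls among genes past the threshold with a fold over 1.5, no overlap between the groups and a mean of at least 5 FPKM in the higher group (genes without a symbol and predicted genes left out), up to 4 members of each list with the smallest p, every DUB past the threshold and the fold limits, and Actb and Gapdh. Genes outside this rule are marked where they are named. Gapdh, Ffar4 and Esrrb are not analysed here.

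The alternatives were a fit with the replicate number as a block, leaving out each sample in turn, pseudocounts of 1 and 0.01, no filter, a minimum mean of 2 FPKM, scaling by trimmed means (30% from each end), quantile normalization, no intensity trend, an unadjusted p under 0.05, a test against a fold of 1.5 and the authors' p-values over the genes kept. Added after the data were seen were a correction for GC content and transcript length (natural splines with 4 degrees of freedom, from the mouse transcript of the same symbol), the same genes without the correction, this correction with the block or with trimmed-mean scaling, a run without clone-named and ribosomal RNA genes, the authors' fold with their unadjusted p, and the test against a fold of 1.5 for DUB genes. A mouse transcript of the same symbol was found for 81.7% of the genes tested.

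The fitting code was tested on simulated data for HG/PA against Ctrl, with 67 genes changed 1.5-fold, 67 changed 2-fold and 64 changed 4-fold among the 12302 genes of that step. It called 71.6% of the genes changed 1.5-fold, 89.6% of those changed 2-fold and 98.4% of those changed 4-fold, and 5 of 12104 unchanged genes. The simulation drew independent normal noise for each gene, with no shift shared across a sample. These rates check the code and need not hold for the real samples. Software was R 4.3.3 with limma 3.58.1, and Python 3.11.15 with pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.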

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

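In this part, the run without clone-named and ribosomal RNA genes, the check of exchanged labels, trimmed-mean scaling as a test of the share of higher genes, and both corrections together were tests chosen after the result was seen, and the correction for GC content and length was added after the data were seen.

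Most tested genes of the ER chaperone list, and 12 of 33 of the integrated stress response, were higher under HG/PA than in Ctrl. The paper does not discuss these genes as groups. Besides chaperones, the ER chaperone list holds other genes of ER stress and of the ATF6 and XBP1 response, such as Sel1l. Of its 31 genes, 19 rose, 1 fell and 11 did not pass the test (23 higher and 2 lower when adjusted over the list alone). The median log2 fold change was 0.34. Besides Hspa5, Creld2, Sel1l and Dnajc3 rose, with log2 fold changes of 0.91, 0.77 and 0.64, and the gene that fell was P4hb, with -0.35 (named after its value was seen). The list was higher than other genes at adjusted p = 2.8e-06 from camera, and at adjusted p = 0.46 with an estimated correlation, with a range of 3.1e-08 to 0.46 over all alternatives. Of 33 genes of ATF4 and the integrated stress response, 12 rose, 1 fell and 20 did not pass (17 higher and 1 lower when adjusted over the list alone), with a median log2 fold change of 0.29. Besides Slc7a11, Vldlr and the tRNA ligase genes Gars and Wars1 rose, with log2 fold changes of 0.55 (call lost in 1 of 19 alternative fits), 0.48 and 0.42, and the gene that fell was Atf3, with -0.59 (named after its value was seen). This list was higher at adjusted p = 0.00068 from camera, and at adjusted p = 0.87 with an estimated correlation, with a range of 1.8e-06 to 0.87 over all alternatives. In the same samples clone-named genes took 35.1% of the summed FPKM in Ctrl and 16.0% under HG/PA, and mitochondrially encoded mRNA 7.54% and 11.4%, with no overlap between the groups. Without clone-named and ribosomal RNA genes the 2 lists had adjusted p = 4.6e-06 and 0.00063 from camera. That run shifts all genes nearly alike, while camera sets a list against other genes, so these values do not test an effect of the clone-named share.

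The first pattern is the lower level of cytokine, chemokine and NF-kB genes, whose 57 tested members had a median log2 fold change of -0.67 (95% bootstrap interval over genes, -1.13 to -0.53). Leaving out clone-named and ribosomal RNA genes gave a median of -0.74 (-1.22 to -0.60). That run shifts all genes by nearly the same amount (median over all genes tested, 0.085 before and 0.013 after). It could not have removed the fall, so it decides nothing about abundant genes. The median of -0.67 lay far below that of all genes tested, which argues against scaling between samples as the whole cause. GC content and length as the whole cause are argued against by a median of -0.64 (-1.1 to -0.43) after the correction. An exchange of the labels of the 2 groups cannot be told apart from a decrease, since of Otud5 and Il6 only 1, Otud5, runs in the direction of the paper's qPCR (Fig. 1c) and of its OTUD5 protein under HG/PA (Fig. 1d), while Il6 runs against it (Fig. 1l, measured at 8 h). A decrease of these transcripts by 24 h of HG/PA stays open as untested, and so does the time in culture, since by the labels the Ctrl samples were taken at 0 h.

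The second pattern is that 77.7% of the changed genes were higher, while fold changes across genes ran with properties of the mouse transcript, from a median of -0.022 in the fifth of shortest transcripts to 0.183 in the fifth of longest, and from 0.243 in the fifth with the lowest GC content to -0.028 in the fifth with the highest. Trimmed-mean scaling brought the share to 50.5%, but this scaling sets the middle of all fold changes near 0 by construction (median 0.085 before and -0.007 after), so an effect of scaling and an overall rise cannot be told apart. After the correction for GC content and length the share was 79.9%, against 78.6% for the same genes without it. The bound of 65% set in advance for this test was wrong, because the correction leaves the overall shift as it was (median 0.092 and 0.089), so that test decides nothing. Whether HG/PA raises RNA levels overall was not tested.

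The third pattern is that 17 DUB genes rose and 3 fell. Of the 17, 13 were still called higher after the correction for GC content and length. The median over all 82 DUB genes was then 0.14 (95% bootstrap interval 0.09 to 0.19), against 0.17 (0.11 to 0.26) before. The bound of 12 set for this test was met. But the correction keeps the overall shift, with a median over all genes of 0.09 before and after, so the calls it leaves decide nothing. With trimmed-mean scaling as well, the DUB median was 0.04 (0 to 0.09). Against other genes the list had adjusted p = 0.048 from camera over all genes tested, 0.08 over the genes with a mouse transcript and 0.45 over these after the correction, with a range of 0.0023 to 0.85 over all alternatives, so its call was already lost with the smaller set of genes. With trimmed-mean scaling 9 of the 17 were still called and with both corrections 6, between the bounds of 5 and 12 set for these tests, so scaling between samples, alone or with GC content and length, stays open. Without Ctrl replicate 3, 4 of the 17 were called and 4 DUB genes were lower (9 of the 17 called without HG/PA replicate 1 and 9 without HG/PA replicate 3), and a response of the family to HG/PA was not tested further.

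With 3 samples against 3 there are 10 splits of the samples, too few for a share under 0.05. The real split changed 2017 genes and the highest other split 1, with 1 split of 10 as large. With the fold limits these were 624 and 1, with 1 split as large, for DUB genes 20 and 0, with 1 split as large, and for KEGG pathways 20 and 16, with 1 split as large. For the 23 lists the real split gave 7 calls from camera with the preset correlation and the highest other split 9, with 4 splits as large.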

How the results depend on the processing

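The correction for GC content and length, the run on genes with a mouse transcript, both combinations with the correction, the run without clone-named and ribosomal RNA genes, the authors' fold with their unadjusted p and the test against a fold of 1.5 for DUB genes were chosen after seeing the data. The cytokine and chemokine list was lower past the threshold in every alternative run, and the NF-kB list in every one but camera with an estimated correlation (adjusted p = 0.1). The absolute depth is unknown and only 3 samples stand in each group, so small changes of low genes are not resolved. Of the comparisons of a single named gene with an alternative, 1997 kept the direction and the side of the threshold, 278 (37 genes) lost and 34 (9 genes) gained a call, and 52 (15 genes, none called in the first place) changed sign. Unless the setting itself tests fewer genes or samples, the cause of each change was not tested. The planned tests on counts were not run.

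The correlations of deviations for equal replicate numbers were 0.044, 0.025 and -0.058, and not every sample correlated best with its own number. With 3 samples per group these values cannot show whether the samples were paired, and neither the labels nor the paper say. With the replicate block, 749 genes were higher and 282 lower, 11 DUB genes were higher and 0 with a fold over 1.5, and the adjusted p were 0.059 for the DUB list, 0.97 for the NRF2 list (pointing higher) and 0.059 for parietal markers.

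Genes higher numbered 1567, and 885 without a filter, 726 with trimmed-mean scaling, 814 with quantile normalization, 848 without the intensity trend, 642 with trimmed-mean scaling and the GC and length correction, 967 without clone-named and ribosomal RNA genes, and 636 to 1301 with a sample left out (636 without Ctrl replicate 3, 987, 928 and 691 without HG/PA replicates 1, 2 and 3). Genes lower numbered 450, and 299 without a filter, 712 with trimmed-mean scaling, 290 without the intensity trend, 690 with trimmed-mean scaling and the correction, 1010 with the authors' p-values over the genes kept, and 258 to 348 with a sample left out (277 and 269 without Ctrl replicates 1 and 3, 258 without HG/PA replicate 3). Past the fold limit, 406 genes were higher, and 227 with trimmed-mean scaling, 254 with quantile normalization, 233 with the correction, 227 with the correction and block, 121 with trimmed-mean scaling and the correction, 238 without clone-named and ribosomal RNA genes, 4 when tested against a fold of 1.5, and 239 to 463 with a sample left out (265 without Ctrl replicate 3, 239 without HG/PA replicate 3). The test against a fold of 1.5 left 26 of 218 genes lower.

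DUB genes higher numbered 17, and 10 without a filter, 9 with trimmed-mean scaling, 8 with quantile normalization, 9 without the intensity trend, 6 with trimmed-mean scaling and the correction, and 4 to 15 with a sample left out (4 without Ctrl replicate 3, 11 and 9 without HG/PA replicates 1 and 3). DUB genes lower numbered 3, and 5 with the correction, alone, with the block or with trimmed-mean scaling, and 5 with the authors' p-values. Past the fold limits, 1 DUB gene was higher in limma (also 1 at an unadjusted p under 0.05), and 0 with a pseudocount of 1, without a filter, with trimmed-mean scaling, alone or with the correction, with quantile normalization, without the intensity trend and without clone-named and ribosomal RNA genes, 0 when tested against a fold of 1.5, 2 with the authors' fold and unadjusted p, and 0 to 5 with a sample left out (3, 2 and 0 without Ctrl replicates 1, 2 and 3, 2 and 5 without HG/PA replicates 1 and 2). DUB genes lower past the limit numbered 2, and 4 with trimmed-mean scaling and the correction or with the authors' fold and unadjusted p, and 0 when tested against a fold of 1.5 in limma (2 at an unadjusted p under 0.05). The adjusted p of the DUB list was 0.048, and 0.065 at a minimum of 2 FPKM, 0.072 with trimmed-mean scaling, 0.11 with quantile normalization, 0.45 with the correction, 0.08 on genes with a mouse transcript, 0.47 with the correction and block, 0.46 with trimmed-mean scaling and the correction, 0.065 without clone-named and ribosomal RNA genes, 0.85 with an estimated correlation, and 0.034 to 0.076 with a sample left out (0.059 and 0.076 without Ctrl replicates 1 and 3, 0.052 without HG/PA replicate 3).

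Of the other lists, adjusted p for parietal markers were 0.16 at a minimum of 2 FPKM, 0.12 with trimmed-mean scaling or quantile normalization, 0.091 with trimmed-mean scaling and the correction, 0.084 without clone-named and ribosomal RNA genes, 0.46 with an estimated correlation, and 0.015 to 0.13 with a sample left out (0.059 and 0.13 without Ctrl replicates 1 and 2, 0.082 without HG/PA replicate 2). Mitochondrially encoded genes passed with a pseudocount of 0.01 (0.049), without a filter (0.043), with trimmed-mean scaling (0.029), with quantile normalization (6.3e-08), without the intensity trend (0.046), on genes with a mouse transcript (0.032) and without clone-named and ribosomal RNA genes (0.014), and ranged from 0.022 to 0.24 with a sample left out (0.034 without Ctrl replicate 2, 0.032 and 0.022 without HG/PA replicates 1 and 2). Cholesterol synthesis passed without a filter (0.02), with the correction (0.042) and with the correction and block (0.026), and ranged from 0.0068 to 0.23 with a sample left out (0.034 without Ctrl replicate 2, 0.0068 without HG/PA replicate 3). Without a filter, interferon-stimulated genes (0.04), endothelial markers (0.04) and macrophage markers (0.0073) passed, and tubular markers pointed lower (0.62). Macrophage markers ranged from 0.042 (without Ctrl replicate 3, and 0.05 without HG/PA replicate 1) to 0.2 and cell cycle genes from 0.05 (without HG/PA replicate 1) to 0.77 with a sample left out. Calls were lost with an estimated correlation for ATF4 targets (0.87), ER chaperones (0.46) and glycolysis (0.46), and with fry for ATF4 targets (0.093) and glycolysis (0.11), while fry called interferon-stimulated genes (0.037).

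Lists without a call that turned direction were NRF2 targets, pointing higher without a filter (0.94), with quantile normalization (0.73), the correction (0.4), the correction and block (0.28), trimmed-mean scaling and the correction (0.39) and fry (0.14), and 0.61 to 0.89 with a sample left out (higher without Ctrl replicate 3 and without HG/PA replicate 3), TAK1 and MAPK components, pointing lower with trimmed-mean scaling (0.79), quantile normalization (0.78), the correction (0.54), genes with a mouse transcript (0.97), the correction and block (0.47), trimmed-mean scaling and the correction (0.39) and without clone-named and ribosomal RNA genes (0.84), and 0.76 to 0.89 with a sample left out (lower without Ctrl replicate 2), podocyte genes, pointing higher at a minimum of 2 FPKM (0.94) and with fry (0.44), and 0.57 to 0.89 with a sample left out (higher without Ctrl replicate 2), and fatty acid oxidation, pointing higher with the correction (0.75), the correction and block (0.62), trimmed-mean scaling and the correction (0.8) and fry (0.11). With fry, MAPK-induced genes (0.65), apoptosis (0.093) and extracellular matrix genes (0.67) pointed higher, and the latter ranged from 0.14 to 0.65 with a sample left out (higher without Ctrl replicate 2). KEGG pathways higher numbered 3, and 5 without a filter, 1 with trimmed-mean scaling, 1 with the correction, alone or with the block, 0 with trimmed-mean scaling and the correction, 1 without clone-named and ribosomal RNA genes, and 1 (without Ctrl replicate 1 or HG/PA replicate 1) to 4 with a sample left out, and pathways lower numbered 17, and 11 with trimmed-mean scaling and the correction.

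Single genes that changed sign had no call. With trimmed-mean scaling the log2 fold changes were -0.09 for Mapk14, -0.07 for Mapk3, -0.05 for Usp22, Traf6 and Cd14, -0.03 for Actb, -0.02 for Eng and -0.01 for Otud1. With quantile normalization they were -0.09 for Mapk14, -0.05 for Mapk3 and Usp22, -0.06 for Traf6 and Cd14, -0.02 for Eng and 0 for Otud1. Without clone-named and ribosomal RNA genes they were -0.07 for Mapk14, -0.05 for Mapk3, -0.03 for Usp22, Traf6 and Cd14, -0.02 for Actb and 0 for Eng. With the correction, alone or with the block, they were -0.07 for Traf6, -0.09 for Mapk8, 0.04 for Snai1 and 0.09 for Trim8. With trimmed-mean scaling and the correction they were -0.07 for Mapk14, -0.06 for Usp22, -0.17 for Traf6, -0.19 for Mapk8 and -0.05 for Egfr. With a sample left out, Mapk14 ranged from -0.04 to 0.05, Mapk3 from -0.02 to 0.08, Usp22 from -0.04 to 0.14, Traf6 from -0.04 to 0.11, Cd14 from -0.02 to 0.09, Otud1 from -0.03 to 0.29, Trim8 from -0.04 to 0.02, Flt1 from -0.26 to 0.04, Cd68 from -0.47 to 0.05 and Zhx2 from -0.13 to 0.08.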

Differences from the paper's values

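The paper reports 7 differentially expressed DUB genes, and 3 passed here (Mysm1, Otud5 and Tnfaip3) at an adjusted p under 0.05 from limma with the paper's fold limits. Among the alternatives set before the data were examined, leaving out Ctrl replicate 1 gave 5 genes (Otub2, Otud5, Tnfaip3, Usp1 and Usp12) and leaving out HG/PA replicate 2 gave 7 (Mysm1, Otub2, Otud5, Tnfaip3, Usp1, Usp12 and Usp16), both within 1.5 times the paper's number, and of these 7 genes 5 are in Fig. 1b. The other alternatives set beforehand and run for this count gave 2 to 4 genes, more than 1.5 times below the paper's number, with 3 (Mysm1, Otud5 and Tnfaip3) from the authors' p-values over the genes kept. The test against a fold of 1.5 in limma, run for DUB genes after seeing the values, gave 0 (2 at an unadjusted p under 0.05) and dropped all 7 of the paper's genes. Among them, Otub2 passed without HG/PA replicate 3, Usp1 without HG/PA replicate 1, and Uchl3 with an unadjusted p under 0.05. Usp49 passed an adjusted p under 0.05 without the intensity trend (adjusted p = 0.04), at a fold inside the limits. Of the settings chosen after seeing the values, the correction for GC content and length called Otub2 and Uchl3, alone or with the replicate block, and the correction with trimmed-mean scaling and the run on genes with a mouse transcript called Uchl3. The authors' fold with their unadjusted p, also chosen after seeing the values, called 6 of the paper's 7 genes and dropped 1, Usp1, whose fold in the authors' deposited table is 1.499.

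In Fig. 1a the -log10 p of Otud5 is about 3.2 and that of A20 about 1.6, read by eye, while the p-values in the authors' deposited table give 10.93 and 10.15. No alternative was set for these values. For Uchl3 and Usp49 the values read from the same figure were about 1.5 and 2.3, against 1.51 and 1.7 from the deposited p-values. These were not counted as different, although the deposited value of Usp49 is the lower one. All of these deposited p-values are unadjusted, while the Fig. 1 legend names Benjamini-Hochberg correction. The deposited q-values of Uchl3 and Usp49 are 0.177 and 0.128, both above the threshold used here for adjusted p. Those of Otud5 and Tnfaip3 are 1.82e-09 and 9.56e-09. The log2 fold changes printed in Fig. 1b match those in the authors' deposited table.

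The paper states, from GSEA (Supplementary Fig. 1a), that HG/PA activated inflammatory signaling pathways. GSEA was not run here. Camera is a different test, and its gene sets may differ from the paper's, so the calls below do not repeat that result. Of the 12 inflammatory KEGG pathways fixed for this re-analysis and tested with camera, 3 were lower and 9 did not pass with the preset correlation, and with an estimated correlation none passed. Of the lists, 14 of 22 cytokine and chemokine genes and 22 of 35 NF-kB genes were lower and 2 and 1 were higher, while 10 of 33 interferon-stimulated genes were higher and 2 lower. In Fig. 1l Il6 and Tnf are higher under HG/PA at 8 h by qPCR, while here, in samples labelled 24 h, Il6 had a log2 fold change of -0.96 and Tnf was below the minimum for the test. Ccl2 fell and Cxcl10 rose.

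Among its 7 differentially expressed DUB genes, the paper ranks A20 and Otud5 as those with the most significant decrease. They had the largest falls here as well, with log2 fold changes of -1.23 and -1.07. By adjusted p from limma over all DUB genes tested, Otud5 came first (0.00037), Usp18 after it (0.0064) and Tnfaip3 next (0.0092). In the authors' deposited table the -log10 p of Usp18, 10.8, also lies between those of Otud5 and Tnfaip3. Usp18 is not among the paper's listed DUB genes, and its fold of 0.72 lies inside the fold limits.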

Other observations

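Of the gene lists in this part, those of glycolysis and of parietal epithelial markers were lower under HG/PA from camera with the preset correlation, not with an estimated one, and the others did not pass. Of 23 genes of glycolysis and glucose uptake, 4 fell, the lactate exporter gene Slc16a3 (log2 fold change -0.52), Eno2 (-0.45), Ldha (-0.35) and Pfkl (-0.33, calls lost in 2, 6, 11 and 8 of 19 alternative fits), and 19 did not pass the test (4 lower when adjusted over the list alone). The list was lower at adjusted p = 0.00068 from camera, and at adjusted p = 0.46 with an estimated correlation. Of 24 genes of cholesterol synthesis, 6 rose and 18 did not pass (6 higher when adjusted over the list alone, camera adjusted p = 0.073), among them Sqle (0.43) and Idi1 (0.48), with calls lost in 7 and 1 of the 19 fits. Of 20 genes of fatty acid synthesis and desaturation, 4 rose and 16 did not pass (5 higher when adjusted over the list alone, camera adjusted p = 0.37), among them Elovl6 (0.47, call lost in 14 of the 19 fits, adjusted p up to 0.29) and Scd2 (0.32, lost in 11). Of 30 genes of fatty acid oxidation and PPAR targets, 3 rose, 3 fell and 24 did not pass (5 higher and 3 lower when adjusted over the list alone, camera adjusted p = 0.75). Cpt1a, which brings long-chain fatty acids into mitochondria, fell (-0.46), as did Plin2 (-0.32) and Fabp4 (-3.08), both named after their values were seen, while Acot2 (0.89), Ppard (0.44) and Ucp2 (0.34) rose (calls lost in 8, 9 and 8 of the 19 fits). Fabp4 did not meet the rule for the largest falls. Its mean was under 5 FPKM in both groups or its groups overlapped, so the size of its fall is uncertain. For this list the median of 0.10 and mean of 0.03 lay above 0 while the test pointed lower.

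Of 44 cell cycle genes, 8 rose and 36 did not pass (12 higher when adjusted over the list alone, camera adjusted p = 0.41), led by the kinetochore genes Cenpf (0.99) and Cenpe (0.96). Of 30 NRF2 targets and antioxidant genes, 6 rose, 1 fell and 23 did not pass (6 higher and 1 lower when adjusted over the list alone, camera adjusted p = 0.83), with Gclc (0.56), Cat (0.45) and Gclm (0.38, call lost in 12 of 19 alternative fits, adjusted p up to 0.56) among those that rose and Txn1 (-0.38, named after its value was seen) the one that fell. Its median of 0.07 lay above 0 while the test pointed lower. Of 28 apoptosis genes, 6 rose, 2 fell and 20 did not pass (6 higher and 2 lower when adjusted over the list alone, camera adjusted p = 0.75). Pmaip1, a pro-apoptotic gene (0.70), and Xiap, a caspase inhibitor (0.77), both rose, Cdkn1a (-0.54) and Bid (-0.41), named after their values were seen, fell, and the list's median of -0.01 and mean of 0.08 differ in sign. Of 38 genes of the extracellular matrix and TGF-beta targets, 5 rose, 1 fell and 32 did not pass (6 higher and 2 lower when adjusted over the list alone, camera adjusted p = 0.48). Col3a1 (0.55), Ccn2 (0.60) and Snai2 rose and the proteoglycan gene Dcn fell (-1.40), and the median of 0.01 and mean of 0.05 lay above 0 while the test pointed lower. Of 13 mitochondrially encoded genes, 2 rose, Mt-nd4 (0.54) and Mt-nd6 (0.57), whose calls were lost in 11 of the 19 fits each (adjusted p up to 0.16 and 0.14), and 11 did not pass (4 higher when adjusted over the list alone, camera adjusted p = 0.053).

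Several genes that mark mature podocytes were near the lower end of the values. Over the 6 samples Nphs1 lay between 0.013 and 0.070 FPKM, Podxl between 0.015 and 0.075 and Wt1 between 0.263 and 0.540, while Synpo lay between 10.5 and 16.0 FPKM and Actn4 between 165 and 196. Podxl, Synpo and Actn4 were named after their values were seen. Of 22 podocyte genes tested, 3 rose, Robo2 (0.87), Tjp1 (0.50) and Cd2ap (0.44, call lost in 10 of 19 alternative fits, adjusted p up to 0.27), Ptpro fell (-0.92, lost in 5 of 18) and 18 did not pass (3 higher and 1 lower when adjusted over the list alone, camera adjusted p = 0.77), with a median of 0.08 and mean of 0.07 above 0 while the test pointed lower. Of 8 mesangial and smooth muscle markers, 3 rose, Acta2 (0.54), Des (0.40) and Tagln (0.39), with calls lost in 8, 6 and 8 of the 19 fits, and 5 did not pass (3 higher and 1 lower when adjusted over the list alone, camera adjusted p = 0.65). Of 6 parietal epithelial markers, 3 fell, Scin (-1.86, call lost in 5 of 18 fits), Cd9 (-0.35, lost in 3 of 19) and Cd44 (-0.29, lost in 8 of 19), and 3 did not pass (1 higher and 3 lower when adjusted over the list alone). This list was lower at adjusted p = 0.048 from camera, and at adjusted p = 0.46 with an estimated correlation. Of 4 endothelial markers, Ehd3 fell (-0.38, call lost in 3 of the 19 fits) and 3 did not pass (1 lower when adjusted over the list alone, camera adjusted p = 0.14). Of 4 macrophage and leukocyte markers, Csf1r fell (-0.73) and 3 did not pass (1 lower when adjusted over the list alone, camera adjusted p = 0.072). The 2 tubular markers tested, Krt8 and Aqp1, had log2 fold changes of 0.28 and 0.49 and did not pass (adjusted p = 0.39 and 0.40, camera adjusted p = 0.75).

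Other genes that the paper names had log2 fold changes of 0.13 for Zfp384, -0.22 for Esrra, 0.24 for Tab2, 0.04 for Traf6, -0.01 for Trim8, 0.18 for Trim25, 0.22 for Egfr, -0.03 for Zhx2 and -0.15 for Snai1, with adjusted p from 0.087 to 0.96. Cldn5 was too low to test, with a mean of 0.0005 FPKM in Ctrl. In the authors' deposited table 589 genes have a p-value under 0.05 with a fold above 1.5 and 429 with a fold below 0.667. Of the 170 tested genes that the authors mark as significant, 158 were called here in the same direction.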
